# Stromal senescence establishes an immunosuppressive microenvironment that drives tumorigenesis

**DOI:** 10.1038/ncomms11762

**Published:** 2016-06-08

**Authors:** Megan K. Ruhland, Andrew J. Loza, Aude-Helene Capietto, Xianmin Luo, Brett L. Knolhoff, Kevin C. Flanagan, Brian A. Belt, Elise Alspach, Kathleen Leahy, Jingqin Luo, Andras Schaffer, John R. Edwards, Gregory Longmore, Roberta Faccio, David G. DeNardo, Sheila A. Stewart

## Abstract

Age is a significant risk factor for the development of cancer. However, the mechanisms that drive age-related increases in cancer remain poorly understood. To determine if senescent stromal cells influence tumorigenesis, we develop a mouse model that mimics the aged skin microenvironment. Using this model, here we find that senescent stromal cells are sufficient to drive localized increases in suppressive myeloid cells that contributed to tumour promotion. Further, we find that the stromal-derived senescence-associated secretory phenotype factor interleukin-6 orchestrates both increases in suppressive myeloid cells and their ability to inhibit anti-tumour T-cell responses. Significantly, in aged, cancer-free individuals, we find similar increases in immune cells that also localize near senescent stromal cells. This work provides evidence that the accumulation of senescent stromal cells is sufficient to establish a tumour-permissive, chronic inflammatory microenvironment that can shelter incipient tumour cells, thus allowing them to proliferate and progress unabated by the immune system.

## Abstract (web summary)

The risk of developing cancer increases with age. Here, the authors address the contribution of age-dependent accumulation of senescent cells within the tumour stroma compartment and show that senescent cells increase the infiltration of myeloid-derived suppressor cells that inhibit cytotoxic T-cells, thus facilitating tumour outgrowth.

Age significantly affects an individual's risk for developing cancer^1^. The factors that contribute to age-related increases in cancer are thought to include accumulation of stochastic mutations within incipient tumour cells and collaborative stromal changes that together drive tumorigenesis. While a plethora of cell-autonomous mutations have been shown to contribute to cellular transformation, how an aging stromal compartment develops and supports tumour outgrowth remains poorly understood. Inflammation may provide a link that explains how changes in the stromal compartment contribute to age-related increases in tumour development. Indeed, older individuals experience systemic changes in mediators of chronic inflammation including increases in cytokines and various immune cells such as immunosuppressive myeloid cells^2^,^3^,^4^,^5^,^6^. It remains unclear what drives these increases, but one contributing factor may be the accumulation of senescent cells that is known to occur with age^7^,^8^,^9^. Supporting the putative role of senescent cells in age-related increases in tumorigenesis is recent work showing that depletion of senescent cells in mice leads to a significant reduction in tumorigenesis^10^. However, the mechanisms that underlie this reduction remain to be addressed.

Senescent cells are metabolically active cells that are characterized by an irreversible growth arrest. In addition, senescent cells express the cell cycle inhibitor p16^INK4A^ (p16), senescence-associated β-galatosidase (SA-βgal), and an altered expression profile known as the senescence-associated secretory phenotype (SASP)^11^. Among the SASP cytokines, interleukin-6 (IL-6) is considered a canonical inflammatory factor^12^. IL-6 is elevated with age and coincides with increases in both circulating immunosuppressive myeloid cells and cancer incidence^2^,^6^. The possibility that stromal-derived SASP factors, including IL-6, mediate the establishment of chronic inflammation that predisposes a tissue to tumour outgrowth is intriguing.

Senescence plays a paradoxical role in tumorigenesis, being both tumour-promoting and tumour-suppressive depending on the cell in which senescence occurs. Indeed, in some tumour models, senescent neoplastic cells can stimulate immune-mediated tumour cell clearance and thus, in this context, senescence functions as a potent tumour-suppressive mechanism^13^. However, in immune-compromised settings, when admixed with tumour cells, senescent stromal cells actively promote tumour growth through paracrine mechanisms^14^,^15^,^16^,^17^,^18^,^19^. These findings raise two important questions in the setting of an active immune system; (1) how do incipient tumour cells that arise within a senescent stromal compartment evade immune clearance and (2) can senescence within the stromal compartment affect the host immune response and adopt a pro-tumorigenic role? To address these important questions, we created an immune-competent mouse model to interrogate the role senescent stromal cells play in the preneoplastic, inflammatory microenvironment. Upon inducing senescence in the mesenchymal compartment, we find that in the absence of existing tumour cells, senescent stromal cells are sufficient to create an immunosuppressed environment, reminiscent of what we find in aging human skin. Further, we find that senescence-established immunosuppression facilitated tumour outgrowth by increasing myeloid-derived suppressor cells (MDSCs) capable of inhibiting CD8^+^ T-cell function. Together, these findings suggest a mechanism whereby senescent stromal cells contribute to age-related increases in tumorigenesis through the creation of local regions of immunosuppression.

## Results

### Senescent stromal cells drive increased inflammation

To determine if stromal-derived SASP affects the immune microenvironment, we developed a genetically engineered mouse to spatially and temporally control senescence activation exclusively in the stromal compartment^20^. Mice bearing a stromal-specific, tamoxifen (TAM)-inducible Cre-recombinase under the control of the pro-alpha 2(I)collagen promoter^21^ were mated to mice that conditionally activate expression of the cell cycle inhibitor *p27*^*Kip1*^ from the ROSA26 locus (ROSAlox-stop-lox-*p27*^*Kip1*^IRESGFP) (refs 21, 22). The *p27*^*Kip1*^ allele was used because it robustly activates senescence and SASP expression reminiscent of cells induced to senescence through telomere dysfunction, DNA damage-induced senescence and oncogene-induced senescence^23^. To first verify the relevance of p27^Kip1^ in age-related senescence, we stained human skin samples and found age-dependent increases in stromal p27^Kip1^ expression (Supplementary Fig. 1a,b). Thus p27^Kip1^ is a valid model for interrogating senescence-associated phenotypes.

To establish the affect of stromal senescence on tumorigenesis, we first characterized our mouse model, termed the FASST mouse (fibroblasts accelerate stromal supported tumorigenesis), which upon TAM administration activates the *p27*^*Kip1*^ allele within cells of mesenchymal origin. Tissue samples were obtained from 6-week-old FASST and littermate control mice 2 weeks after transgene activation with TAM. To identify senescent cells, skin sections were stained for the senescence marker, senescence-associated β-galactosidase (SA-βgal) (Fig. 1a)^7^. We observed a significant increase in the number of senescent cells within the skin stroma of FASST mice compared with littermate controls (Fig. 1a,b) as well as within the mammary gland, lung (data not shown) and bone^20^, reflecting the mesenchymal nature of the collagen promoter used in our system. Importantly, this finding mimicked the mosaic pattern of senescent cell accumulation observed in aged human tissues^7^.

Senescent stromal cells display an altered, pro-tumorigenic gene expression profile that is characterized by the increased expression of numerous mitogens, extracellular matrix remodelling enzymes, cytokines and chemokines^14^,^15^,^16^,^17^,^18^,^19^. To determine if senescent stromal cells from FASST mice displayed a similar phenotype, we next performed RNA sequencing (RNA-Seq) analysis on TAM treated mouse skin fibroblasts (MSFs) (Fig. 1c). 

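MSFs are primary skin fibroblasts from FASST mice, in which TAM activates the p27Kip1 allele. The paper's methods describe an MSF line made from the dorsal skin of a single female FASST mouse. Whether the 3 samples of a group are separate cultures of that line or separate isolations is not stated. A sample size of 3 may therefore not stand for 3 mice. Poly(A) RNA was sequenced from 3 samples treated with 10 µM TAM for 48 h, labelled senescent, and from 3 treated with the ethanol vehicle, labelled non-senescent. The authors mapped the reads to mm9, counted them per gene and deposited 1 table of normalized counts for 22162 genes listed by Ensembl identifier. Most values are not whole numbers, and the table does not state how the counts were scaled. The normalized counts summed to 16847647, 17314953 and 16205796 in replicates 1, 2 and 3 labelled non-senescent, and to 15402512, 16252633 and 14952367 in those labelled senescent. In replicate 2 labelled senescent every low value lay within 0.1 steps of a whole number of steps of 0.837 normalized counts, and at 1 read per step its sum stands for 19430272 reads. The number of reads behind the other 5 libraries is not known. A value of 16.2 normalized counts was taken as 1 c.p.m., from the mean sum of the 6 libraries. The 11877 genes that reached this value in at least 3 of the 6 libraries were tested. Differences in log2(normalized counts + 1) between the groups were tested with limma's moderated model with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. The same model was also fitted with the replicate number as a block. The added 1 makes log2 differences between low values smaller. The log2 fold change is a difference of mean logs and can lie below or above the log2 ratio of the means. It was 4.08 against 4.18 for Il6 and 3.82 against 3.24 for Cxcl1.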

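Cdkn1b, the mouse gene for p27Kip1 (ENSMUSG00000003031), lies on chromosome 6 of mm9 from 134870419 to 134875531, with its exons in 2 blocks. Its normalized counts were 1427, 3074 and 1853 in replicates 1, 2 and 3 labelled non-senescent and 1699, 1520 and 1630 in those labelled senescent. The log2 fold change was −0.32 (standard error 0.28, adjusted p = 0.677), and with the replicate block its standard error was 0.27 (adjusted p = 0.613). Cdkn1b was higher in the library labelled senescent in 1 of the 3 pairs of libraries with the same replicate number. In FASST mice p27Kip1 is activated as a transgene at the ROSA26 locus. The paper's text does not say whether reads of the transgene were counted on Cdkn1b, so its row may or may not measure the activation. Every direction is stated for the libraries as labelled. Across genes, which are not independent replicates, the deviations of same-numbered libraries from their group means correlated with Pearson's r of 0.24, 0.29 and 0.42 for replicates 1, 2 and 3. Between libraries with different numbers r ranged from −0.31 to 0.04, over 9 correlations in all. Without the block, 20 genes were higher and 9 lower in the libraries labelled senescent at an adjusted p under 0.05. With the replicate block, 119 genes were higher and 73 lower, and all 29 genes called without the block were among them. At an unadjusted p under 0.05 there were 1588 genes without the block and 2014 with it. The 3 libraries labelled senescent lay all above or all below the other 3 for 20.6% of the genes tested, where chance gives 10%. With the values scaled as deposited, 1091 of these genes were higher and 1359 lower, a balance opposite to that of the calls. An exact permutation test of 3 against 3 libraries, two-sided, cannot go below p = 0.1. Weighting each library by its fit to the model moved the counts most, to 386 genes higher and 356 lower, and this setting was chosen after seeing the data.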

Our analysis demonstrated that mitogens (including PDGFα and IGF2), extracellular matrix remodelling enzymes (including MMP3), and numerous cytokines and chemokines were increased in senescent versus non-senescent MSFs (data not shown). 

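Lists of 54 mitogens, 66 extracellular matrix remodelling enzymes and 102 cytokines and chemokines were compiled by hand, and 29, 50 and 33 of their genes were tested. Without the replicate block, 1 mitogen (Igf2), 0 matrix enzymes and 1 chemokine (Ccl8) were higher in the libraries labelled senescent at an adjusted p under 0.05. At an unadjusted p under 0.05, 5 mitogens, 12 matrix enzymes and 11 cytokines and chemokines were higher, and 1 mitogen and 3 matrix enzymes were lower. When p-values were adjusted over each list alone, 2 mitogens, 3 matrix enzymes and 8 cytokines and chemokines were higher, and 1 mitogen and 1 matrix enzyme were lower. With the replicate block and adjustment over all genes, 1 mitogen, 3 matrix enzymes (Mmp13, Mmp3 and Mmp8) and 10 cytokines and chemokines were higher. In the same fit 1 mitogen (Fgf21) and 1 matrix enzyme (Plod2) were lower. The log2 fold change was positive for 19 of the mitogens, 26 of the matrix enzymes and 22 of the cytokines and chemokines tested. The median log2 fold change was 0.30 for the mitogens, 0.16 for the matrix enzymes and 0.51 for the cytokines and chemokines. Against the other genes tested, limma's camera test gave p-values, adjusted over the 3 lists, of 0.0221, 0.0374 and 8.66e-06, and of 0.0157, 0.0157 and 3.54e-07 with the block. The lists hold genes that the paper reports as increased from the same data: Pdgfa and Igf2, Mmp3, and the genes of Fig. 1c. No fit left them out, so neither these p-values nor the counts above are an independent test. Camera's correlation between genes was fixed and not estimated, so its p-values can be too small where the genes of a list vary together. Without replicate 1 labelled senescent the adjusted p was 0.174 for the mitogens and for the matrix enzymes, and the cytokine list stayed past the threshold with any library left out.
Pdgfa (ENSMUSG00000025856; chromosome 5 of mm9, 139451968 to 139470991) encodes PDGFα. Its normalized counts were 62.6 ± 20.2 (SD, n = 3) in the libraries labelled non-senescent and 209 ± 121 (SD, n = 3) in those labelled senescent. The log2 fold change was 1.63 (standard error 0.45, adjusted p = 0.207 from limma) without the block, and its standard error was 0.50 (adjusted p = 0.209) with it. The 3 values labelled senescent lay above the other 3. A gene on the other strand, 6330403L08Rik, overlaps 26.1% of the exon bases of Pdgfa, and the paper's text does not name the strand setting of the counting. Igf2 (ENSMUSG00000048583; chromosome 7, 149836673 to 149844709) had 8.41 ± 2.88 (SD, n = 3) and 153 ± 55.7 (SD, n = 3) normalized counts, a log2 fold change of 4.02. Its adjusted p was 0.0374 (limma, standard error 0.43), and 0.0332 (standard error 0.45) with the block. Igf2as, on the other strand, overlaps 1.78% of the exon bases of Igf2. Mmp3 (ENSMUSG00000043613; chromosome 9, 7445822 to 7455972) had 188 ± 165 (SD, n = 3) and 1954 ± 1145 (SD, n = 3) normalized counts. Its log2 fold change of 3.59 had an adjusted p of 0.103 (limma, standard error 0.67) without the block and 0.0237 (standard error 0.33) with it. Of the Mmp3 transcript, 47.0% matched 3 other places of the genome at 95% identity or more over at least 100 bases.

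**Figure D1:**
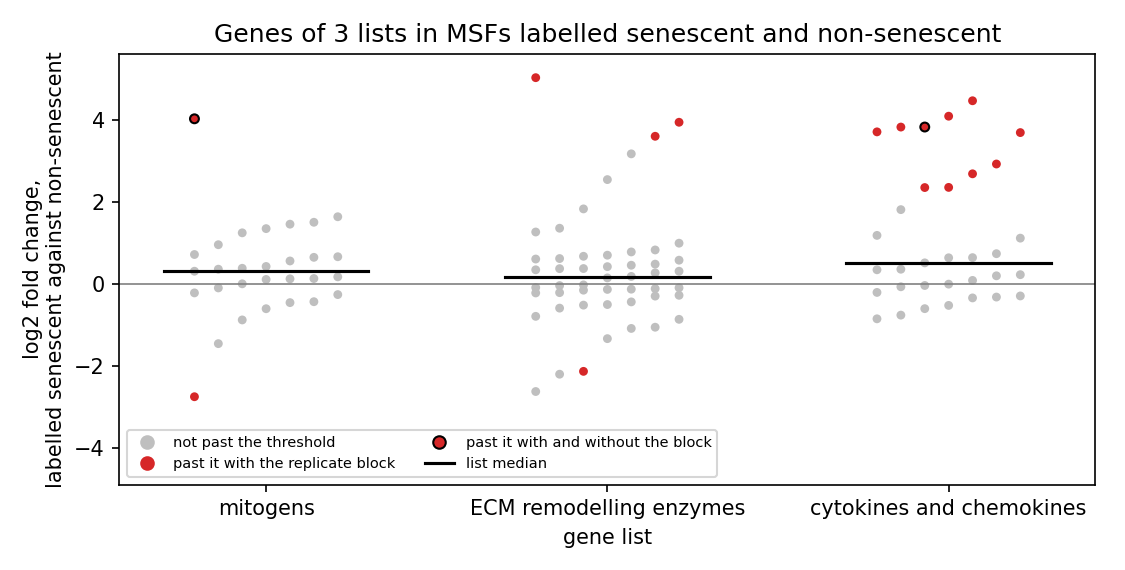
Log2 fold change, libraries labelled senescent against those labelled non-senescent, of each tested gene of the 3 lists, with a bar at each list's median. Red points had an adjusted p under 0.05 with the replicate block, and a black rim marks those that also had one without it. The lists hold points on both sides of 0, and the medians are 0.30, 0.16 and 0.51.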

Gene set enrichment analysis (GSEA) revealed a specific enrichment of factors in the JAK-STAT pathway known to modulate immune cells (*P*<10^−3^, GSEA)^24^,^25^. 

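The gene set used here was a hand-compiled list of 142 JAK-STAT genes that includes the 15 genes of Supplementary Fig. 2a, since the paper's text does not name the version of its gene set. Of these genes, 82 were tested. The paper chose those 15 from the same data, so holding them in the set favours enrichment and removing them lowers it, and neither result is an independent test. Genes were ranked by the log2 ratio of the group means, with each mean first raised to a floor of 1 c.p.m.. Preranked GSEA with a weighted running sum (fgsea) gave an enrichment score of 0.415, a normalized enrichment score of 1.43 and p = 0.0306 from 10000 permutations of the genes. This p compares the set with random sets of genes and does not measure the spread between replicates. When each library was raised to the floor and genes were ranked by the mean log2 difference, the normalized enrichment score was 1.37 (gene permutation p = 0.0478). Pairing does not alter a mean difference, so this ranking tests how floor and logs are applied and not the pairing. The alternative that moved the result most was to leave out the 15 genes of Supplementary Fig. 2a, which gave a normalized enrichment score of 1.01 (gene permutation p = 0.447). Without replicate 2 labelled senescent the normalized enrichment score was 1.20 (gene permutation p = 0.161). By limma's camera test, which uses the spread between libraries, p was 0.130 without the replicate block and 0.0879 with it, with a median log2 fold change of 0.07 over the set. In the test of single genes without the block, 0 of the 82 genes had an adjusted p under 0.05, and 6 were higher and 5 lower at an unadjusted p under 0.05. With the block 3 genes of the set, Il13ra2, Il15ra and Il6, were higher.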

Leading-edge analysis suggested multiple genes contributed to the core enrichment of the pathway (Supplementary Fig. 2a). 

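The leading edge, the genes ranked ahead of the peak of the running sum, held 19 genes, of which 8 are among the 15 genes of Supplementary Fig. 2a. The other 11 were Il15ra, Il13ra2, Il11, Prlr, Spry4, Lepr, Pik3r3, Il2rg, Cish, Il4ra and Lifr. Of the 15 genes of Supplementary Fig. 2a, 11 passed the filter on low values and 9 of these had a positive log2 fold change. None of the 11 had an adjusted p under 0.05 without the replicate block, where Il6, Ccnd1 and Osmr had an unadjusted p under 0.05, and Il6 had an adjusted one with the block. Besides Il6, the largest rise was that of Ccnd1 (ENSMUSG00000070348), with 654 ± 318 (SD, n = 3) normalized counts in the libraries labelled non-senescent and 2968 ± 2594 (SD, n = 3) in those labelled senescent. Its log2 fold change was 1.98 (standard error 0.63, limma adjusted p = 0.256), and with the block its standard error was 0.32 (adjusted p = 0.0648). Oraov1, on the other strand, overlaps 21.3% of the exon bases of Ccnd1. Osmr (ENSMUSG00000022146) had a log2 fold change of 1.32 (standard error 0.31, limma adjusted p = 0.160), with a standard error of 0.34 (adjusted p = 0.156) in the block model. For Bcl2l1 (ENSMUSG00000007659) the log2 fold change was 0.89 (standard error 0.47, limma adjusted p = 0.470), and the block gave a standard error of 0.18 (adjusted p = 0.106). Socs3 differed in direction between the pairs, with log2 differences of 0.65, −0.63 and 1.99 in replicates 1, 2 and 3.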

Compared with non-senescent MSFs, senescent MSFs more robustly expressed the canonical SASP factor IL-6 as well as other inflammatory mediators including CXCL5, CXCL1, CCL2 and CCL5 (Fig. 1c). 

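Il6 (ENSMUSG00000025746) lies on chromosome 5 of mm9 from 30339701 to 30346508, with its exons in 5 blocks. Its normalized counts were 5.16, 7.56 and 0 in replicates 1, 2 and 3 labelled non-senescent and 66.7, 138 and 26.2 in those labelled senescent, so the values labelled non-senescent rest on few reads. The mean was 4.24 ± 3.86 (SD, n = 3) against 77.1 ± 56.7 (SD, n = 3), a log2 fold change of 4.08. Its standard error was 0.97 (limma adjusted p = 0.170) without the replicate block and 0.46 (adjusted p = 0.0332) with it. With each library labelled non-senescent left out in turn the log2 fold change stayed between 3.13 and 4.68, and without any one of the libraries labelled senescent Il6 did not pass the filter on low values. Cxcl5 (ENSMUSG00000029371; chromosome 5, 91188325 to 91190651) had 102 ± 35.1 (SD, n = 3) and 1509 ± 977 (SD, n = 3) normalized counts. Cxcl5 had a log2 fold change of 3.68 (standard error 0.56, limma adjusted p = 0.0628), and with the block the standard error was 0.29 (adjusted p = 0.0184). Cxcl1 (ENSMUSG00000029380; chromosome 5, 91320267 to 91322141) had 47.0 ± 61.2 (SD, n = 3) and 444 ± 296 (SD, n = 3) normalized counts, and its groups overlapped. Cxcl1 had a log2 fold change of 3.82 (standard error 1.14, limma adjusted p = 0.240), and in the block model the standard error was 0.50 (adjusted p = 0.0420). Ccl2 (ENSMUSG00000035385; chromosome 11, 81849073 to 81850955) had 183 ± 175 (SD, n = 3) and 3978 ± 3577 (SD, n = 3) normalized counts. Its log2 differences in the pairs of replicates 1, 2 and 3 were 4.64, 4.38 and 4.36, so the pairs differed from each other by less than the libraries within a group did. The log2 fold change of Ccl2 was 4.46, with a standard error of 0.85 (limma adjusted p = 0.113) without the block and of 0.16 (adjusted p = 0.00438) with it. Ccl5 (ENSMUSG00000035042; chromosome 11, 83339280 to 83344020) had 14.9 ± 7.74 (SD, n = 3) and 55.8 ± 33.6 (SD, n = 3) normalized counts. For Ccl5 the log2 fold change was 1.80 (standard error 0.57, limma adjusted p = 0.256), and the block gave a standard error of 0.34 (adjusted p = 0.0882). Every pair of same-numbered libraries had the higher value of each of these 5 genes in the library labelled senescent. From the increased expression of inflammatory cytokines in these cells, the paper goes on to ask whether senescent MSFs regulate local inflammation.

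**Figure D2:**
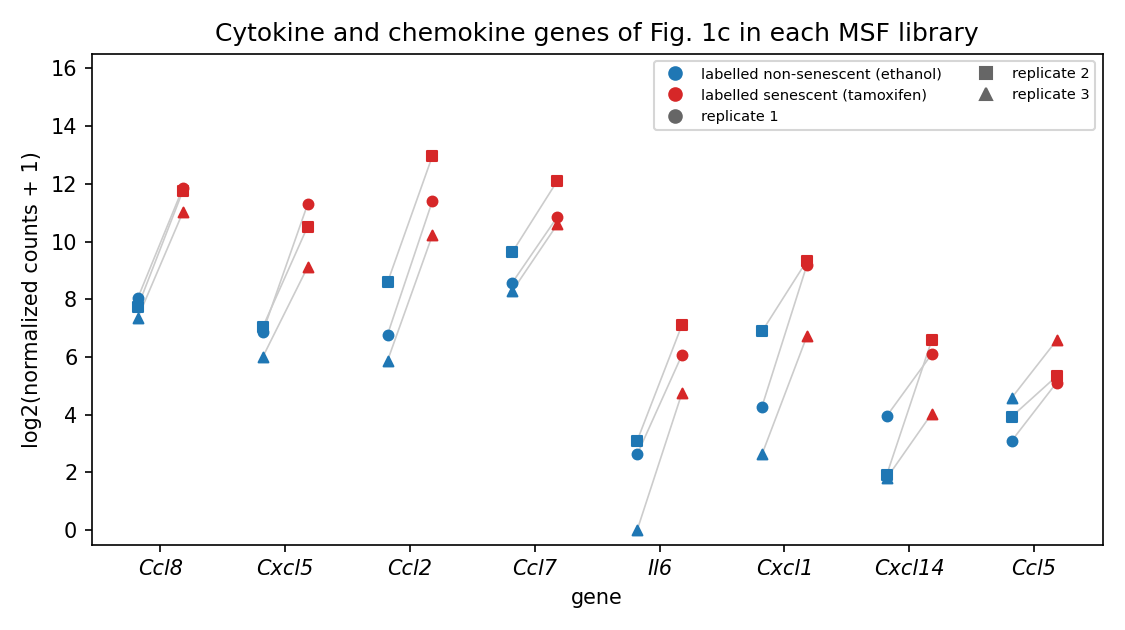
Log2(normalized counts + 1) of the 8 genes of Fig. 1c in each of the 6 libraries, with lines joining libraries of the same replicate number. In all 8 genes the 3 lines rise from the library labelled non-senescent to the one labelled senescent, and for Ccl2 they are nearly parallel, with differences of 4.64, 4.38 and 4.36.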

Upregulation of factors was validated using quantitative reverse transcription PCR (qRT-PCR) (Supplementary Fig. 2b).

Given the increased expression of inflammatory cytokines detected in senescent versus non-senescent MSFs, we next asked if these cells played a role in regulating local inflammation. Using an antibody against CD45, a pan-leukocyte marker, we found 3.5 times as many immune cells in the skin of FASST mice than in littermate controls (Fig. 1d,e), suggesting senescent stromal cells promote local inflammation. In addition, the increased CD45^+^ cells appeared to preferentially localize around senescent fibroblasts. To directly measure this association, we used a spatial analysis technique to examine the relative localization of GFP^+^ senescent cells (green) and CD45^+^ immune cells (red) in co-stained FASST skin (Fig. 1f). An association score for each sample was computed by taking the difference between the observed and random chance nearest-neighbour distances normalized by the s.d. that was determined by random sampling. Positive values indicate association of the two cell types, values of zero indicate the distance distribution matches what is expected by chance, and negative values indicate repulsion. The observed median distance from each immune cell to the nearest senescent fibroblast was found to be significantly smaller than chance would predict in all samples (values>0) (Fig. 1g). Spatial analysis of littermate control skin showed that other potential influences on localization including a bias towards the epithelial layer (orange) or immune cell to immune cell preferential interactions (red) were not present (Fig. 1g). This increase in immune cell number, and localization bias towards senescent cells within FASST skin, strongly suggested that senescent stromal-derived SASP orchestrates a localized inflammatory environment.

Increases in inflammation and a notable shift in immune cell localization led us to next perform polychromatic flow cytometry staining to identify the cell types present in the senescent microenvironment. We stained cells derived from the skin of FASST and littermate mice with immune cell markers and performed flow analysis. Similar to our immunohistochemistry (IHC) analyses, flow cytometric profiling revealed a significant increase in CD45^+^ cells in the FASST skin compared with littermate controls (Fig. 1h). Further analysis revealed that many of these cells were CD11b^+^ myeloid cells. We also found that CD45^+^CD3^+^ lymphocytes were markedly decreased in FASST skin (Fig. 1h). Increases in myeloid cells and concurrent decreases in lymphocytes can be indicative of an immunosuppressive environment.

### Senescent stroma increases CD11b^+^Ly6G^Hi^ and T_reg_ cells

To elucidate how senescent stromal cells alter inflammation, we interrogated the identity of the various cell lineages recruited to a senescent microenvironment. To provide a tractable model, we isolated MSFs from FASST mice and induced them to senesce *in vitro* by the addition of TAM. We then used additional markers including MHCII, F4/80, Ly6C, CD11c, CD49b, Ly6G, CD4 and CD8, to identify macrophages, dendritic cells, natural killer (NK) cells, granulocytes and CD4^+^ and CD8^+^ T-cell subsets. As expected, TAM treatment led to the induction of transgene expression (GFP^+^), growth arrest, increases in SA-βgal^+^ cells, increased expression of the canonical SASP-factor IL-6, and elevated expression of fibroblast activation protein (FAP), indicating they are activated stromal cells (Fig. 2a–e and Supplementary Fig. 3a–c). Further, as would be expected by our GSEA analysis (Supplementary Fig. 2a), senescent MSFs displayed increased levels of p-STAT3 (Supplementary Fig. 3d,e). To determine how senescent MSFs influenced the host immune response, we injected senescent or non-senescent MSFs subcutaneously into syngeneic, wild-type mice. Histological analyses revealed that the tissue architecture found at sites where matrigel alone or non-senescent MSFs were injected was similar to the normal adjacent skin (Fig. 2f). This finding indicates that at the time of analysis the injection itself did not elicit an inflammatory response. In contrast, senescent MSFs dramatically increased the number of inflammatory cells and extracellular matrix deposition (Fig. 2f). While senescent tumour cells are reportedly cleared from tissues by the immune system^26^, GFP^+^, IL-6-expressing senescent MSFs persisted within senescent isografts (Fig. 2f and Supplementary Fig. 3f–h), indicating that the senescent MSFs were not cleared by the immune system. Subsequent immunofluorescence (IF) staining revealed that the presence of senescent MSFs led to a 4.3-fold increase in CD11b^+^ myeloid cells (Fig. 2g,i). This finding is consistent with increases seen in the FASST mouse skin (Fig. 1h). Additionally, Gr-1^+^ myeloid cells were significantly elevated by 3.1-fold in senescent compared with non-senescent isografts (Fig. 2h,j). These data suggest that senescent stromal cells increase inflammation characterized by myeloid cell infiltration.

We next used flow cytometry to define the immune cell types present within the senescent microenvironment. We disaggregated isografts containing MSFs and stained the cells with antibodies against immune cell markers (gating strategy Supplementary Fig. 4a). We confirmed that senescent MSFs significantly increased the numbers of CD11b^+^ myeloid cells (data not shown). This is consistent with the staining shown in Fig. 2g and FASST mouse skin staining shown in Fig. 1h. Further, these CD11b^+^ cells expressed low levels of MHCII and high levels of Ly6G (CD11b^+^Ly6G^Hi^) (Fig. 3a,b). No changes were observed in the CD11b^+^MHCII^Lo^Ly6C^Hi^ population (CD11b^+^Ly6C^Hi^) (Fig. 3a–c). Analysis of cell number revealed CD11b^+^Ly6G^Hi^ cells were 2.7-fold greater in number in the presence of senescent compared with non-senescent MSFs (Fig. 3c). Importantly, immunofluorescent staining (IF) staining of FASST skin, where activation of senescence is mosaic in nature, demonstrated a consistent increase in Ly6G^+^ cells (Fig. 3d,e). Analysis of skin from 24-month-old mice also revealed a significant increase in Ly6G^+^ cells (Supplementary Fig. 5a,b) coincident with increases in SA-βgal positive cells within the stromal compartment (Supplementary Fig. 5c,d), suggesting a naturally aging microenvironment drives increases in these cells. Finally, lymphocyte staining of cells obtained from the isografts resembled that found in the FASST mouse skin, showing significant decreases in the percentage of CD3^+^ cells (Fig. 3f, Fig. 1h). However, no significant changes were detected for natural killer (NK) cells, CD4^+^ or CD8^+^ T-cell subsets, or CD4/CD8 T-cell ratio (Supplementary Fig. 5e–h). Using CD11b^+^MHCII^+^F4/80^+^ as a marker for macrophages and CD11b^+^MHCII^+^F4/80-CD11c^+^ to identify dendritic cells, we detected no significant changes in the percentages of these myeloid cells (data not shown). Together, these findings suggest that the isograft system robustly reflects changes within the FASST mouse and naturally aged skin.

CD11b^+^Ly6G^Hi^ and CD11b^+^Ly6C^Hi^ myeloid cells are phenotypically consistent with granulocytic and monocytic MDSCs and are often associated with immunosuppression^27^,^28^. In addition, these myeloid cell subsets have been implicated in the induction of other immunosuppressive cell types including FOXP3^+^ T regulatory cells (T_reg_) (refs 28, 29). We noted a significant 2.6-fold increase in CD3^+^CD4^+^FoxP3^+^ T_reg_ cells in senescent microenvironments (Fig. 3g,h, gating strategy Supplementary Fig. 4b). While no changes in number or percentage of CD4^+^ T cells were detected, the increases in FoxP3^+^ cells within the CD4^+^ T-cell subset is consistent with a functional shift towards an immunosuppressive T-cell population. In agreement with this shift, we found significant increases in immunosuppressive factors within senescent isografts. Indeed, Arg1, Nos2, TGF-β and IL-10 were significantly increased along with other pro-inflammatory cytokines and chemokines including IL-6, CCL2, GM-CSF, M-CSF, IL1-β, IL1-α and CXCL1 in the senescent microenvironment (Fig. 3i). Further, expression of the transcription factor STAT3 that can drive SASP expression as well as immunosuppressive inflammation^30^, was also significantly increased in senescent versus non-senescent isografts (Fig. 3i). Together these data demonstrate that the presence of senescent stromal cells leads to the development of an immunosuppressive microenvironment.

The increased presence of immunosuppressive cell types and signalling molecules in the senescent microenvironment led us to ask if senescence-derived factors were sufficient to drive increases in suppressive myeloid cells. Thus, we generated conditioned medium (CM) from non-senescent or senescent MSFs and placed it on naive bone marrow cells for 96 h and then stained cells with a panel of antibodies against myeloid surface markers before flow cytometric analysis (Fig. 3j). This analysis revealed that CM from senescent MSFs led to a 3.5-fold increase in CD11b^+^Ly6G^Hi^ cells (Fig. 3k), which is the same cell type increased *in vivo* in the presence of senescent MSFs.

To determine if the increases in CD11b^+^Ly6G^Hi^ and T_reg_ cells coincided with T-cell dysfunction, we assessed the ability of CD8^+^ T cells to respond to stimulation. Because there were no tumour cells and therefore no antigens present to activate the CD8^+^ T cells, we turned to a PMA (phorbol 12-myristate 13-acetate), *ex vivo*, stimulation approach. Following PMA stimulation, the cells were stained with antibodies to identify CD8^+^ T cells expressing IFNγ, a cytokine which promotes increased tumour immunogenicity and often used to assess T-cell activation^31^ (Fig. 4a, gating strategy Supplementary Fig. 4c). We found that CD8^+^ T cells harvested from senescent microenvironments exhibited reduced PMA-stimulated activation as evidenced by a significant 2.2-fold decrease in expression of IFNγ compared with non-senescent MSFs (Fig. 4b,c).

Given that senescent isografts had significantly reduced percentages of CD8^+^IFNγ^+^ cells and that CM from senescent MSFs was sufficient to alter the myeloid cells derived from naive bone marrow, we next asked if the SASP functionally impacted these cells by performing a T-cell suppression assay. Bone marrow-dervied myeloid cells (BMDMs) conditioned with senescent versus non-senescent MSF CM were plated with anti-CD3 stimulated splenocytes to assess their ability to suppress T-cell proliferation (Fig. 4d). Strikingly, myeloid cells conditioned with medium from senescent MSFs significantly suppressed CD8^+^ T-cell proliferation (Fig. 4e). Thus, SASP factors secreted by senescent stromal cells were sufficient to generate myeloid cells that potently suppress T-cell responsiveness. Given this immunosuppressive capacity, the cells formerly identified as CD11b^+^Ly6G^Hi^ will be referred to as granulocytic MDSCs (G-MDSCs)^27^,^28^. Collectively, increases in G-MDSCs and T_reg_ cells along with decreases in CD8^+^ T-cell function indicate that senescent stromal cells were sufficient to create an immunosuppressive microenvironment.

### Senescent stroma limits immune surveillance

To address whether senescent stroma drives increases in tumour growth through the establishment of inflammation, we injected senescent or non-senescent MSFs admixed with one of two different isogenic tumour cell lines into wildtype mice. PDSC5 is a tumour-derived murine squamous cell carcinoma cell line and MK16-Ras is a human papilloma virus (HPV) *E6/E7* immortalized murine keratinocyte cell line that was transformed by stable transduction with *H-ras*^*v12*^. We found that senescent MSFs significantly increased the growth of each tumour cell line compared with non-senescent MSFs. Indeed, PDSC5 and MK16-Ras tumour cell growth was increased 2.3- and 6.9-fold, respectively, when either was co-injected with senescent versus non-senescent MSFs (Fig. 5a–c). This increase in growth was independent of changes in vascularization as CD31 staining revealed no significant differences between senescent and non-senescent isografts (Fig. 5d,e). Further, this was consistent with the FASST mouse model where CD31 staining was unchanged in FASST skin compared with littermate controls (Supplementary Fig. 6a–c).

To determine if this increase was due to a direct effect of senescent MSF-derived factors on tumour cells and/or input from the immune system, we co-injected tumour cells and MSFs into nude mice. While the tumours grew robustly in nude mice as expected (data not shown), we were surprised to find that the tumour promoting activities of senescent and non-senescent MSFs were equivalent (see hashed bars, PDSC5, *P*=0.24, MK16-Ras, *P*=0.49 by Wald test) (Fig. 5f). These findings deviate from previously published work^14^,^15^,^16^ and may derive from the differences in both the SASP factors expressed and the responding tumour cell types interrogated. Despite this difference, these data clearly suggest that the growth promoting effects of senescent fibroblasts in immune competent mice are derived from their ability to manipulate the immune system to favour tumour cell growth. In support of this hypothesis, we found that within tumours CD11b^+^Ly6G^Hi^ cells were increased when tumour cells were co-injected with senescent MSFs versus non-senescent MSFs (Fig. 5g).

### Senescent stroma establishes a tumour permissive environment

Senescent stromal-derived SASP is sufficient to generate increases in G-MDSCs that limit T-cell function (Fig. 4e). To determine if the G-MDSC population was actively limiting T-cell responses and promoting tumour growth in senescent microenvironments, we used a Ly6G neutralizing antibody (αLy6G, clone 1A8) to deplete G-MDSCs (our depletion approach efficiently eliminated greater than 85% of these cells (data not shown)) and co-injected senescent MSFs and PDSC5 or MK16-Ras cells. We found that the depletion of Ly6G^+^ cells significantly reduced the ability of senescent MSFs to promote the growth of both MK16-Ras and PDSC5 tumour cells (Fig. 6a–c). Thus, G-MDSCs are a critical mediator of senescent stromal-driven tumour promotion. In addition, using a neutralizing antibody against CD8α, we tested the consequences of a cytotoxic T lymphocyte (CTL) response on tumour growth. Upon CTL depletion, tumour growth within a non-senescent microenvironment mimicked the growth observed in a senescent microenvironment (Fig. 6d). Importantly, the senescent microenvironment showed no significant change in tumour growth following CTL depletion consistent with a microenvironment devoid of anti-tumour T-cell activity (Fig. 6d).

To determine if G-MDSCs exerted their pro-tumorigenic activity by limiting CTL responses, we performed depletion studies targeting both G-MDSCs and CTLs. Mice were treated with control antibody (IgG), Ly6G neutralizing antibody (αLy6G), or both αLy6G and αCD8. Following depletion, mice were injected with non-senescent or senescent MSFs and PDSC5 tumour cells and tumour growth was assessed. As expected, we found that in non-senescent microenvironments, depletion of Ly6G^+^ cells had no effect on tumour cell growth while co-depletion of CTLs led to significant increases in tumour cell growth when compared with control antibody (Fig. 6e). Together these data demonstrate that in the presence of non-senescent MSFs, a potent CTL response limits tumour cell growth. In contrast, in the presence of senescent MSFs where we find increases in G-MDSCs and reduced CTL activation (Figs 3b,c and 4c–e), depletion of Ly6G^+^ cells resulted in significant reductions in tumour cell growth (Fig. 6b,c,e). To establish that G-MDSCs actively limit an effective CTL response, we depleted both CD8^+^ and Ly6G^+^ cells from mice injected with senescent MSFs and tumour cells. Strikingly, we found that simultaneous depletion of CD8^+^ and Ly6G^+^ cells restored the increased tumour growth observed in the presence of senescent MSFs (Fig. 6e). These results show that senescent stromal cells mediate tumour cell growth by actively inhibiting anti-tumour CTL responses.

### SASP-derived IL-6 promotes a suppressive environment

Senescent MSFs express a large cadre of inflammatory SASP factors, including IL-6 which is the most highly upregulated factor in both our MSF gene expression analysis and *in vivo* in the isograft gene expression profile (Figs 1c, 3i and Supplementary Fig. 2b). 

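In the MSF RNA-seq data, Il6 stood at rank 96 among all genes of the table by the floored log2 fold change of the libraries labelled senescent, counted from 0 at the top. Its rank ranged from 75 to 214 when each library was left out in turn. Ranking by the mean log2 difference of floored libraries placed it at 126 and a floor of 0.1 in place of 1 c.p.m. at 22. Among the cytokines and chemokines tested, Il6 was number 8 by the floored log2 fold change. By limma's log2 fold change without a floor, and by the ratio of the group means without a floor, it was number 2. Ccl2 stood above Il6 in each of these orders. The genes at ranks 0, 1 and 2 were Saa3, Kif1a and Ccl2, with floored log2 fold changes of 6.94, 4.51 and 4.44.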

While many of the SASP factors could influence the immune response, we chose to focus on the role IL-6 might play because it has been shown to affect myeloid cell function. Indeed, IL-6 can collaborate with GM-CSF to induce suppressive myeloid cells from naive bone marrow in mice and from peripheral blood mononuclear cells in humans^32^,^33^. In addition, IF staining in FASST mouse skin shows significant increases in stromal IL-6 (Supplementary Fig. 7a,b). Thus, to determine if stromal-derived IL-6 plays a role in the inflammatory phenotypes we observed in senescent microenvironments, we depleted it *in vivo*. Senescent or non-senescent MSFs were subcutaneously injected into control or IL-6-depleted mice. In mice harbouring senescent MSFs, depletion of IL-6 reduced G-MDSCs to levels observed in mice bearing non-senescent MSFs (Fig. 7a). Consistent with the *in vivo* results, when IL-6 was neutralized in senescent CM, G-MDSCs were significantly reduced (Fig. 7b), indicating that IL-6 is important for their accumulation in the presence of senescent MSFs.

To establish that senescent-derived IL-6 was necessary to drive the emergence of MDSCs, we carried out a T-cell suppression assay using BMDMs conditioned with medium from senescent cells following IL-6 neutralization. As expected, cells grown in senescent CM neutralized of IL-6 failed to suppress T-cell proliferation to the same degree as control IgG-treated senescent CM (Fig. 7c). Together these data demonstrate an integral role for senescent stromal-derived IL-6 in the establishment of immunosuppressed microenvironments.

To test whether senescence-derived IL-6 promotes tumour cell growth through MDSCs accumulation, we co-injected tumour cells with non-senescent or senescent MSFs into mice that were treated with an IL-6 neutralizing antibody. We found that IL-6 neutralization led to a significant decrease in PDSC5 and MK16-Ras tumour cell growth relative to control IgG (1.8- and 1.9-fold, respectively) (Fig. 7d–f). Importantly, IL-6 neutralization had no effect when tumour cells were injected alone (Fig. 7g,h). Further, IL-6 neutralization of senescent CM failed to impact the *in vitro* growth of tumour cells alone (Fig. 7i). Together, these findings suggest that senescent stromal-derived IL-6 promotes tumour growth by driving accumulation of G-MDSCs.

To establish that the source of IL-6 was indeed senescent stromal cells and not another cell type within the microenvironment, we engineered two different IL-6-targeting short hairpin MSF cell lines. When control shRFP-expressing MSFs were induced to senesce, they stained positive for SA-βgal, expressed increased levels of IL-6, (Fig. 8a–e) and upon co-injection with PDSC5 tumour cells, promoted tumour cell growth 3.2-fold compared with non-senescent, shRFP-expressing MSFs (Fig. 8f). In contrast, the senescent shIL-6 MSF lines, which expressed significantly reduced levels of IL-6 (Fig. 8e), failed to promote tumour cell growth compared with non-senescent MSFs expressing the same hairpins (Fig. 8f). This lack of growth promotion corresponded to the degree of IL-6 knockdown in the individual cell lines with shIL6 #1 showing the greatest degree of IL-6 knockdown (Fig. 8e) and the greatest reduction of tumour growth promotion compared with the control shRFP line (Fig. 8f). Importantly, when the inflammatory infiltrate was profiled, the presence of control senescent shRFP-expressing MSFs led to increases in G-MDSCs while shIL6-expressing senescent MSFs failed to enrich for this population (Fig. 8g) even in the presence of tumour cells (Fig. 8h). Together these data indicate that senescent stromal-derived IL-6 plays a key role in the establishment of an environment that potently inhibits T-cell function through G-MDSCs.

### Senescence-associated inflammation increases in human skin

Senescent cells increase in many tissues including the skin of humans as they age^7^. In addition, recent evidence shows that suppressive myeloid cells increase with age in the circulation of humans and are elevated within the spleens of older mice^6^,^34^,^35^. However, whether the accumulation of suppressive myeloid cells within senescent tissues of older individuals can precede the appearance of a tumour remains an open question. To identify senescent cells within human skin, we turned to the well-characterized senescence maker p16^INK4a^ (p16), which is used extensively in human tissue^23^,^36^. We co-stained normal human skin of varying age with antibodies against p16 (red) and CD45 (green) to identify senescent cells and leukocytes, respectively. Our staining approach revealed a pattern that was consistent with that observed in the FASST mouse model. Intriguingly, we found that the skin from older individuals aged 63–73 years had a 4.3-fold increase in senescent cells within the stroma (Fig. 9a,b) that corresponded with a 3.5-fold increase in CD45^+^ cells (green) (Fig. 9c,d) compared with skin from younger individuals aged 29–32 years. Additionally, using IL-6 (red)/p16 (green) co-staining we provide evidence that senescent cells within human tissue express the important inflammatory mediator IL-6, which can also serves as a surrogate for SASP expression. We detected p16^+^IL-6^+^ cells in the older (age 63–73) cohort of donors as well as significant increases in IL-6 within the stromal compartment (Fig. 9e,f). These finding demonstrate that within aging human skin, senescent stromal cells express IL-6 and may affect local inflammation.

We next determined whether the presence of senescent stromal cells correlated with changes in immune localization within human skin. Thus, we returned to p16 and CD45 co-staining and performed the same non-biased spatial analysis previously used in the FASST mouse skin (Fig. 1f,g). Strikingly, our spatial analysis from individuals aged 63–73 years revealed a clear preferential localization of CD45^+^ cells near p16^+^ senescent stromal cells (values>0) reminiscent of that observed in the skin of FASST mice (Fig. 9g,h). This strong preferential localization was not observed in the younger individuals (Fig. 9h). This finding suggested that within aging human skin, senescent stromal cells reshape the local immune landscape.

We next sought to determine if the CD45^+^ cells observed within the skin of older individuals expressed cell surface markers consistent with immunosuppressive cell types. CD33 marks human cells analogous to MDSCs found in mice^37^. IHC staining for CD33 revealed a marked increase in CD33^+^ cells in the older age grouping compared with the younger (Fig. 10a,b). The cell surface proteins CD15 and CD14 can be used to further identify granulocytic and monocytic cells, respectively^37^. Further staining indicated that cells positive for CD15 were also increased in the skin of older individuals, as were CD14^+^ cells (Fig. 10c–f). Importantly, these normal skin samples had no detectable hyperplasia or neoplasia that could explain the increased presence of CD33^+^ MDSCs. Thus, these data taken together suggest that senescent cells within older individuals may drive the development of inflammatory microenvironments that shelter incipient tumour cells from effective CTL detection and elimination (Fig. 10g).

## Discussion

Senescence plays an important role in biological processes ranging from patterning in developing embryos and wound healing, to tumour prevention and tumour promotion^38^,^39^,^40^,^41^,^42^,^43^,^44^. The mechanisms responsible for the paradoxical role that senescence plays in tumorigenesis have remained obscure but are likely to lie in the senescent secretory profile that is defined by the cell of origin^11^. While a recently published report has implicated transformed senescent cells in the establishment of immunosuppression^30^, our work is the first to identify senescence as a driver of immunosuppression distinct from the role played by tumorigenic cells. In our work, we found that the stromal-derived SASP-factor IL-6 establishes myeloid-driven immunosuppression where CD8^+^ T cells were inhibited, resulting in unrestrained tumour growth. Importantly, senescent stromal cells were sufficient to drive these changes. This phenotype is in contrast to the anti-tumorigenic role senescence plays when it arises in tumour cells^13^,^45^. In addition to directly limiting replicative capacity, in this setting the secretion of inflammatory cytokines can elicit immune-mediated clearance of senescent tumour cells^46^. Indeed, the immune-mediated clearance of senescent tumour cells has been documented in several settings. Xue *et al*. demonstrated that within the liver, senescent carcinoma cells elicited immune-mediated clearance that restrained tumour growth^13^. In contrast, in an obese setting, senescent liver stellate cells drove promotion of liver carcinomas^47^. Conversely, senescence within premalignant hepatocytes induced CD4^+^ T-cell-mediated clearance and thus limited liver cancer development^45^. In a PTEN-null, prostate cancer model, again robust induction of senescence was observed within tumour cells throughout the tissue^30^. However, these cells were not cleared, suggesting that clearance of senescent cells may be tissue-specific, cell type-specific and/or specific to the mutational profile of the transformed cells in question.

Despite the tumour suppressive role senescence plays when it arises within incipient tumour cells, a recent study demonstrated that senescence represents an important tumour-promoting mechanism in aging animals. In this study, it was shown that the elimination of senescent cells within an aging mouse decreased life long tumour rates^10^. Our work provides a possible mechanism to describe these findings. Indeed we demonstrate that senescent stromal cells create an immunosuppressive environment characterized by the accumulation of MDSCs that limit CD8^+^ T-cell responses and allow tumour cell growth.

To date, investigation into the mechanisms that drive MDSC recruitment to a premalignant or malignant tissue has been restricted to determining how tumour cells (or premalignant cells) achieve this. Our model is distinct because it demonstrates that age-related changes in the stromal compartment that arise in the absence of premalignant and malignant cells are sufficient to drive the recruitment of suppressive cells. Because the presence of senescent stromal cells correlates with increases in MDSCs in aged human skin, our findings suggest that senescent stromal cells provide a safe harbour for emerging neoplastic clones. Indeed, it is possible that the genesis of many tumours lies in the creation of a perfect storm where initiated tumour cell clones arise within the immunosuppressive sphere of senescent stromal cells. As such, our findings raise the possibility that senescent stromal cells represent an important preventative target.

While our model is representative of the stromal compartment of aged tissue (Fig. 9) and shows that senescent stromal cells can recruit suppressive cells that support tumour formation, it raises the question, do all senescence inducers within the stromal compartment induce similar changes? In fact it is unlikely that all inducers of senescence invoke identical immune changes. For example, Campisi and colleagues have shown that unlike chronologically, ARF, or Ras-induced senescence, p16-induced senescence does not lead to SASP expression^48^. Thus, one might expect that p16-induced senescence would not impact the local immune response as we have described for p27-induced senescence, which induces a SASP reminiscent of that observed in fibroblasts undergoing chronologic aging^11^. Finally, it will be important that future studies test the impact of senescent stromal cells in a spontaneous tumour model. While our isograft model was an important tool to understand how senescent fibroblasts can induce local immune changes, the real challenge will be to incorporate these findings into a spontaneous model where senescent fibroblasts arise in the direct vicinity of initiated, preneoplastic cells. The challenge now lies in the design of an inducible model that maintains the mosaic activation of senescence in the stromal compartment reminiscent of what we (Fig. 9) and others^7^ have reported in human tissue and the simultaneous induction of initiating mutations in the direct vicinity of senescent stromal cells and their associated immune changes. Such models await the development of stromal specific inducible alleles that can be combined with inducible tumour initiating epithelial alleles. Such models will be critical for the future development of multi-pronged cancer therapy.

## Methods

### Mice

Wildtype FVB, female mice age 6–8 weeks were used in all subcutaneous injection and co-injection experiments unless otherwise noted. For naturally aged mouse experiments, 24-month-old and 2-month-old, wild-type, female Balb/c mice were obtained from the National Institute of Aging. All mice were used in compliance with the Washington University Institutional Animal Care and Use Committee under protocol #20130196.

To obtained stromal-specific activation of a lox-stop-lox cassette mice expressing a chimaeric gene encoding the Cre-ER^T2^ fusion protein, which allows for TAM-dependent recombination under the control of a mesenchymal-specific regulatory sequence derived from the pro-alpha 2(I)collagen gene (Col-Cre-ER^T2^ mice, kind gift of Benoit de Crombrugghe (M.D. Anderson Cancer Center) and Christopher Denton (Royal Free and University College Medical School) were crossed with mice that conditionally express the cell cycle inhibitor, *p27*^*Kip1*^ from the ROSA26 locus (ROSAlox-stop-lox-*p27*^*Kip1*^) (ref. 22). Finally, mice were subject to speed congenics and bred to an FVB background. For transgene activation, four-week-old FASST female mice and control littermates were given TAM (5 mg per 10 g body weight) by intraperitoneal (IP) injection twice.

Mouse genotyping was carried out as follows: genomic DNA was extracted from mouse tissue using the RED Extract N Amp kit (XNAT, Sigma). Primer sequences used to determine the presence of the *p27*^*Kip1*^ transgene within the ROSA26 locus were as follows: the wildtype ROSA26 locus was amplified using 3′ wt: 5′- GGAGCGGGAGAAATGGATATGAAGTACTGG -3′ (forward) and 5′: 5′- CAAAGTCGCTCTGAGTTGTTATCAGTAAGG -3′ (reverse) and the *p27*^*Kip1*^ containing locus was amplified using 3′ wt: 5′- GGAGCGGGAGAAATGGATATGAAGTACTGG -3′ (forward) and 3′delta: 5′- TCCAAGAGTACTGGAAAGACCGCGAAGAGT -3′ (reverse). Primer sequences used to amplify the Cre-ER^T2^ transgene were 3′: 5′- ATCCAGGTTACGGATATAGT -3′ (forward) and 5′: 5′- ATCCGAAAAGAAAACGTTGA -3′ (reverse).

To amplify DNA of interest, 1 μl DNA extract was combined with 9 μl of master mix (XNAT kit with 0.5 μM appropriate forward and reverse primers) in PCR tubes and amplified for one cycle at 94 °C for 1 min followed by 35 cycles at (94 °C for 30 s, 58 °C for 60 s and 72 °C for 60 s) and a 4 °C hold. PCR products were resolved on a 1% agarose/TAE (Fisher Scientific) containing 0.002% SyberSafe (UV gel stain, Invitrogen) gel at 100 volts for 45 min, and visualized with UV light.

### Cell lines and conditioned media treatments

The MSF cell line was isolated by removing the dorsal skin from a female FASST mouse. The tissue was minced, then transferred to a conical tube containing collagenase solution (2 mg ml^−1^ Collagenase A, 1 mg ml^−1^ hyaluronidase, 2 U ml^−1^ DNase I in serum-free DMEM). The skin was digested at 37 °C on a rotisserie for 4 h. Following digestion, the cells were plated and 24 h later the non-adherent cells were removed.

The PDSC5 cell line was a kind gift from Dr Lisa Coussens (Oregon Health Science University) and was stably transduced with click-beetle red (CBR) luciferase. MK16 cells are a primary mouse keratinocyte cell line immortalized with HPV *E6/E7* and were a kind gift from Dr Craig Woodworth, Clarkson University. The MK16 cells were stably transduced with *H-Ras*^*v12*^ and CBR to generate the MK16-Ras cell line. All cell lines were regularly tested for mycoplasma but were not authenticated.

To induce senescence *in vitro*, MSFs were treated with 10 μM TAM for 48 h. Control MSFs were treated with ethanol as vehicle. Upon treatment, cells were moved to a modular incubation chamber and cultured at 37 °C in 3% oxygen, 5% carbon dioxide, balanced with nitrogen.

Conditioned media (CM) was generated using MSFs isolated from FASST mice as described. The MSFs were induced to senesce as described. At day 9, CM was generated by washing the plates and placing serum-free medium (RPMI 1640+1% penicillin/streptomycin) onto confluent plates of control or senescent MSFs. The medium was collected after 24 h.

IL-6 neutralization of CM was performed by the use of an IL-6 neutralizing antibody. Following collection of the CM from senescent or control MSF cells, IL-6 neutralizing antibody or IgG control antibody was added to the CM at a concentration of 5 μg ml^−1^.

### Plasmids and virus production

The RNAi constructs were generated by cloning IL-6 hairpins into a pLKO.1-hygromycin plasmid using the Age1 and EcoR1 sites. The following are sequences for the RNAi constructs targeting IL-6 or a non-targeting control (shRFP): pLKO.1-shRFP-hygro 5′- CTCAGTTCCAGTACGGCTCCA -3′, pLKO.1-shIL6 #1-hygro 5′- GCAATGGCAATTCTGATTGTA -3′, pLKO.1-shIL6 #2-hygro 5′- CCAATGCTCTCCTAACAGATA -3′. MSCV-Cre-ER^T2^-puro was obtained from Dr Emily Cheng (Memorial Sloan-Kettering). PDSC5 and MK16-Ras tumour lines were transduced with pBabe-Click-Beetle Red (CBR)-hygro and pBabe-H-ras^V12^-puro was stably transduced into MK16 keratinocytes to fully transform the cells and create the MK16-Ras line. The lentivirus production and infections were carried as described^49^.

### SA-β-gal staining

SA-βgal staining in the skin of mice was performed on frozen sections that were fixed in 0.2% glutaraldehyde for 10 min. at 4 °C. Slides were washed in PBS and then submerged in X-gal solution (1 mg ml^−1^ 5-Bromo-4-chloro-3-indolyl β-D-galactopyranoside, 150 mM NaCl, 2 mM MgCl_2_, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 40 mM NaPi pH 6.0, in H_2_0). The X-gal solution was passed through a 0.45 μm filter before use to remove particulate. Slides were kept at 37 °C in the dark until the stain developed (∼6 h). After staining, the slides were fixed for 10 min in 0.2% glutaraldehyde at room temperature, washed in PBS and then the nuclei were counterstained using Nuclear Fast Red (Sigma)^49^.

### Quantitative PCR

RNA was isolated using an RNeasy isolation kit (Qiagen) and cDNA synthesis was performed using SuperScriptII reverse transcriptase (Invitrogen). Quantitative PCR was performed using Taqman probe/primer sets to amplify the following genes: GAPDH (Mm99999915_g1), IL-6 (Mm00446190_m1), CXCL5 (Mm00436451_g1), CXCL1 (Mm04207460_m1), CCL2 (Mm00441242_m1), CCL5 (Mm01302427_m1), CCL8 (Mm01297183_m1), CCL7 (Mm00443113_m1) and CXCL14 (Mm00444699_m1) (Thermo Fisher). For experiments using isograft tissue for gene expression analysis, isografts were isolated at 11 days post injection. The tissue was snap-frozen and then pulverized using a mortar and pestle. RNA isolation and cDNA synthesis was performed as above. The samples were then pre-amplified using Taqman PreAmp Master Mix kit and Taqman primers for the following genes of interest: GAPDH (Mm99999915_g1), STAT3 (Mm01219775_m1), Nos2 (Mm00440502_m1), Arg1 (Mm00475988_m1), CXCL1 (Mm04207460_m1), M-CSF (Mm00432686_m1), GM-CSF (Mm01290062_m1), IL-6 (Mm00446190_m1), CCL2 (Mm00441242_m1), TGF*β* (Mm01178820_m1), IL-1*β* (Mm00434228_m1), IL-1*α* (Mm00439620_m1) and IL-10 (Mm01288386_m1) (Thermo Fisher). All primer sequences are proprietary. For analysis, values are normalized to GAPDH.

### RNA-sequence (RNA-seq) analysis

RNA-seq reads were mapped to the mouse genome (mm9) using TopHat^50^. Mapped reads were assigned to RefSeq annotated genes using htseq-count (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html). Differential expression was assessed using edgeR with TMM normalization^51^. 

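For Il6, the mean was 0.262 c.p.m. in the MSF libraries labelled non-senescent and 4.77 in those labelled senescent, so the floor of 1 c.p.m. replaced the former. The log2 ratio of the means was 4.18 without the floor and 2.25 with it. For Cxcl14 the means were 0.409 and 3.66 c.p.m., and the log2 ratio was 3.16 without the floor and 1.87 with it. Ccl5, at a mean of 0.923 c.p.m. in the libraries labelled non-senescent, changed less, from 1.90 to 1.79. For Ccl8, Cxcl5, Ccl7, Cxcl1 and Ccl2 both means were above the floor and the ratio was the same with and without it.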

Log2 fold changes were computed after applying a floor of 1 c.p.m. to ensure that genes with very low over all expression, but large relative fold changes did not affect the analysis.

Gene set enrichment analysis was performed as in using the log2 fold-change to rank genes. *P*-values are those reported from GSEA for the enrichment of factors in the JAK-STAT pathway.

### Enzyme-linked immunoSorbent assay (ELISA)

The protein level of IL-6 was detected in CM from non-senescent and senescent MSFs using a high-sensitivity ELISA kit (eBioscience) according to manufacturer's instructions (cat. # BMS603HS). CM was generated as stated above.

### Growth curve

Vehicle- or TAM-treated MSFs were plated on day 8 following TAM removal. Cells were plated at a concentration of 20,000 cells/well in six-well plates with each day plated in triplicate. Cells were lifted with trypsin and counted using a hemocytometer daily for the four days immediately following plating. A two-factor analysis of variance with Bonferroni's multiple comparisons post test was used to calculate statistical significance among groups. Data shown are representative of two independent experiments and presented as mean ± s.e.m.

### Immunohistochemistry and immunofluorescence staining

FASST mouse skin was stained as follows: CD45, IHC staining, was carried out on formalin-fixed, paraffin embedded skin sections. Slides were deparaffinized by heating for 20 min at 55 °C followed by submergence in a xylene bath twice for 5 min. The tissue was then rehydrated by sequential dips into baths of decreasing ethanol concentration going from 100% ethanol to 100% H_2_0. Endogenous peroxidase activity was blocked using 3% hydrogen peroxide in methanol. Following PBS wash, sections were blocked in blocking buffer (5% normal goat serum, 2.5% BSA in PBS) in a humidified chamber for 30 min at room temperature. Primary antibody (CD45, 1:500) was added following the blocking step. After 30 min, slides were washed in PBS and re-blocked for 10 min in blocking buffer. A biotinylated secondary antibody was used at 1:250 for 30 min. The slides were washed in PBS and then ABC-Elite (Vector Labs) solution was applied for 30 min. Following PBS wash, the stain was developed using DAB (Dako) and briefly washed in water before haematoxylin counterstain and mounting.

For CD45, GFP immunofluorescent co-staining, frozen skin samples were used. Skin samples were first permeabilized using 0.5% Triton-X in PBS for 10 min at room temperature. Following PBS wash, samples were blocked using Serum-free Protein Block Solution (Dako) for 30 min. Primary antibodies, anti-CD45-PE at 1:200 or anti-IgG-PE control, and anti-GFP at 1:1,000, were then added to the skin sections and the slides were placed in a humidified container at 4 °C overnight. The next day, the slides were washed in PBS and secondary antibody for detection of the unconjugated GFP antibody was added for 1 h at room temperature. The slides were washed and subsequently mounted using ProLong Gold with DAPI anti-fade mounting reagent (Life Technologies). Additional information about antibodies including their catalog numbers can be found in Supplementary Table 1.

CD31, IL-6 and Ly6G IF staining was performed on frozen FASST mouse skin and littermate controls or 2-month and 24-month-old mice where noted. The procedure was similar to what is detailed above for frozen section staining. However, a primary antibody to CD31 (1:50), IL-6 (1:50) or Ly6G (1:100) were used along with a corresponding secondary. Additional information about antibodies can be found in Supplementary Table 1. Quantification of staining was performed using Fiji software to analyse mean fluorescence intensity (MFI) per image for CD31. Before calculating the MFI, the freehand selection tool was used to select only the stromal region for MFI quantification thus excluding the epithelium from the analysis. Quantification of Ly6G staining was performed using a similar stromal selection technique.

Isograft staining was carried out as follows: formalin-fixed, paraffin embedded isografts were sectioned and stained. CD11b-PE (1:200) and Gr-1-PE (1:400) or as control IgG-PE (1:200 or 1:400), immunofluorescent staining was performed using the same procedure. Slides were warmed at 55 °C for 20 min, xylene deparaffinized and rehydrated as noted above for CD45 skin staining. Antigen retrieval using citrate was performed by boiling the slides for 10 min followed by 20 min of cooling in the citrate buffer solution. Slides were washed in H_2_O and then transferred to PBS. The slides were then blocked in a block/perm solution (3% normal goat serum, 1% BSA, 0.1% Triton-X, 0.05% Tween-20, with F_c_ blocking antibody (BD Pharmingen)) at 1:200 in PBS for 2 h at room temperature in the dark in a humidified chamber. Slides were washed in PBS and then mounted using ProLong Gold with DAPI anti-fade mounting reagent (Life Technologies).

GFP and IL-6 immunofluorescent co-staining on frozen isograft tissues was performed in a similar fashion to the GFP and CD45 co-staining detailed above in the FASST skin. Briefly, section were permeabilized using 0.5% Triton-X in PBS for 10 min at room temperature and blocked using Serum-free Protein Block Solution (Dako) for 30 min. Primary antibodies, anti-GFP at 1:1,000 and anti-IL-6 at 1:50, were then added to the skin sections for overnight incubation at 4 °C. Slides had secondary antibody applied the next day for 1 h at room temperature. The slides were mounted using ProLong Gold with DAPI anti-fade mounting reagent (Life Technologies).

CD31 immunofluorescent staining was performed on frozen isograft tissue. The procedure was similar to what is detailed above for FASST skin frozen section staining. Quantification of staining was performed using Fiji software to analyse MFI per image. Additional information about antibodies can be found in Supplementary Table 1.

For haematoxylin and eosin staining, slides were deparafinized in three changes of xylene then cleared in two changes of 100% EtOH. The slides were then dipped 10 times into 95% ethanol and placed in running tap water for 5 min. The slides were put into haematoxylin for 1 min and then under running tap water until the water ran clear. They were then placed into 95% ethanol and subsequently stained in eosin for 3 min. The slides were dipped five times in two changes of 95% ethanol and then 10 times in three changes of 100% ethanol. The slides were finally dipped 10 times in three changes of xylene and mounted.

For staining of cultured fibroblasts, MSFs were stained for FAP or phosphorylated STAT3 (p-STAT3) following senescence induction. Cells were plated on coverslips, fixed in 4% paraformaldehyde for 10 min at room temperature, washed with 1 × PBS and subsequently permeabilized using 0.5% Triton-X in PBS for 10 min at room temperature. The cells were then stained using an anti-FAP primary antibody (1:200) or anti-p-STAT3 primary antibody (1:50) followed by an appropriate secondary antibody. Additional information about antibodies can be found in Supplementary Table 1.

All human samples were obtained from a retrospective study using de-identified, formalin-fixed and paraffin-embedded human tissue specimens that were retrieved from archived tissue bank of the Washington University Dermatopathology Center in accordance with guidelines set by the Institutional Review Board of Washington University (IRB ID#: 201309067). Under this IRB protocol no informed consent was required from the patients. Human IF staining was carried out as follows: IF staining for p16^INK4a^ (p16) and CD45 were used in a co-staining procedure similar to formalin-fixed, paraffin embedded, mouse sections. Briefly, following deparaffinization and rehydration, antigen retrieval was performed by boiling slides on a hot plate and then allowing slides to cool before staining. Tissue sections were blocked and then primary antibody applied for detection of p16 and CD45. After overnight incubation with the primary antibody at 4 °C, the corresponding secondary antibodies were applied for 1 h at room temperature. Slides were then washed and mounted using ProLong Gold with DAPI (Life Technologies) Additional information about antibodies can be found in Supplementary Table 1.

Human IL-6, p16 IF co-staining used the same techniques stated for p16, CD45 staining. Quantification of staining was performed using Fiji software to analyse MFI per image. Before calculating the MFI, the freehand selection tool was used to select only the stromal region for MFI quantification thus excluding the epithelium from the analysis. Details regarding antibodies can be found in Supplementary Table 1.

Human IHC staining was carried out using the following antibodies: CD33 (clone: PWS44, Leica Biosystems, cat. # NCL-L-CD33), CD15 (clone: MY-1, Abcam, cat. # ab754), CD14 Ab-2 (clone: 7, Thermo Fisher Scientific, cat. #. MS-1080), p27 (clone: G173–524, BD Pharmingen, cat. # 554069). Slides were heated to 60–70 °C for 30 min and then deparaffinized in xylene three times, 5 min each. Tissue was rehydrated through incubation in decreasing grades of ethanol up to H_2_O. Antigen retrieval was achieved through incubating slides in citrate buffer in a pressure cooker (125 °C for 1 min then 95 °C for 20 min, CD33, CD15, CD14), or boiled for 10 min on a hot plate (p27). Slides were cooled for 20 min and then peroxidase activity was blocked using 3% H_2_O_2_ in PBS for 10 min at room temperature. Slides were rinsed in PBS and blocked using Dako Serum-free Protein Block (Dako) for 30 min at room temperature in a humidified chamber. Following blocking step, primary antibody was diluted in Dako Antibody Diluent (Dako) and applied to the slides at an appropriate concentration (CD33 1:100, 4 μg ml^−1^, CD15 1:10, not purified, CD14 1:20, not purified, p27 1:50, 10 μg ml^−1^). Slides were incubated on primary antibody overnight at 4 °C in a humidified chamber. The next day, slides were washed in PBS and a biotinylated, goat anti-mouse secondary (Vector Labs, Cat. #. BA-4001, 6 μg ml^−1^) diluted in Dako Antibody Diluent was placed on the slides for 30 min at room temperature. Slides were washed in PBS and ABC-Elite solution (Vector Labs) was then applied for 30 min at room temperature. Slides were washed in PBS and DAB (Dako) was used to develop the stain. Slides were counterstained using haematoxylin for 5 min, dipped in bluing reagent 10 times before being rinsed for 2 min in running water. Tissue sections were dehydrated by increasing grades of ethanol, cleared with xylene and then mounted. Additional information about antibodies can be found in Supplementary Table 1.

### Microscopy

All bright-field images were acquired using a conventional Nikon microscope and Nikon Elements imaging software. All fluorescent images were acquired by a Nikon Eclipse Ti-E microscope with automated stage and focus control driven by Metamorph Software.

### Bone marrow isolation and conditioned media treatment

Bone marrow was isolated from the long bones of wildtype FVB mice via centrifugation. The bone marrow cells were then cultured in RPMI media+5% heat-inactivated FBS (Sigma) on petri dishes in a 37 °C tissue culture incubator at 5% oxygen, 5% carbon dioxide, balanced with nitrogen. To assess the effects of conditioned media, the bone marrow cells were plated at 2.5 × 10^5^ cells per 10 cm dish in either control RPMI+5% heat-inactivated FBS (Sigma) medium, senescent MSF CM+5% heat-inactivated FBS (Sigma), or control MSF CM+5% heat-inactivated FBS (Sigma). For assessing the contribution of IL-6 in this assay, bone marrow cells were plated with either control media (RPMI media+5% heat-inactivated FBS) or media supplemented with IL-6 (40 ng ml^−1^) and GM-CSF (40 ng ml^−1^). IL-6 neutralized versions of the CM was made as described and used where noted. Cells were cultured in the above conditions for 4 days before flow cytometry analysis.

### *In vitro* T-cell suppression assay

The suppression assay was modified from published^52^ work by first isolating bone marrow cells and treating them with senescent or non-senescent MSF CM as described. Following 96 h of CM treatment, the cells were collected, counted, and plated in a 96-well plate at indicated concentrations. Ratios of treated bone marrow cells to splenocytes of 1:1, 1:2, 1:5 and 1:10 were plated such that the number of bone marrow cells per well equaled 2 × 10^5^ and the number of splenocytes were adjusted accordingly to meet the ratios stated. Splenocytes were obtained by physical disruption of a wildtype FVB spleen, followed by red blood cell lysis and resuspension as a single cell solution. Splenocytes were stained with CFSE (Invitrogen) at a concentration of 1 μM for 10 min at 37 °C. Untreated bone marrow cells that were not exposed to CM were used as a control. T cells were stimulated to proliferate using 1 μg ml^−1^ anti-mouse CD3 antibody (eBioscience). Following 72 h of stimulation, cells were collected and stained with anti-CD8 antibody to identify the effect on CD8^+^CFSE^+^ T-cell proliferation. Experiments were performed in triplicate.

### Subcutaneous injections and bioluminescence imaging

MSF cells were injected in to the flanks of FVB mice, two injections/mouse. Cells were injected at a concentration of 4 × 10^5^ cells/injection in 100 μl of a 1:1 solution (DMEM:growth factor-reduced matrigel (Corning). For co-injection experiments using PDSC5 and MK16-Ras tumour lines, the MSFs (4 × 10^5^/injection) were mixed before injection with either 1.5 × 10^5^ PDSC5 cells or 100 MK16-Ras cells per injection. Tumour growth for the MK16-Ras line was monitored using calipers. On day 26, MK16-Ras tumours were isolated for histological analysis. For the PDSC5 tumour line, bioluminescence imaging was used to monitor growth with images taken on days 2 and 9 following injection.

Bioluminescence imaging was performed using an IVIS Lumina (PerkinElmer; Living Image 3.2, 5 min exposure, bin8, FOV12.5 cm, f/stop1, open filter)^53^. Mice were injected intraperitoneally with D-luciferin (150 mg kg^−1^ in PBS; Gold Biotechnology) and imaged 10 min later under isoflurane anaesthesia (2% vaporised in O_2_).

*In vitro* live-cell bioluminescence imaging was performed on an IVIS 50 (PerkinElmer; Living Image 4.3, 5 min exposure, bin8, FOV12 cm, f/stop1, open filter). D-luciferin (150 mg ml^−1^; Gold Biotechnology) was added to black-walled plates 10 min before imaging. Total photon flux (photons sec^−1^) was measured from fixed regions of interest over the plate or tumours using Living Image 2.6.

### Tissue digestion and flow cytometry analysis

Isografts or dorsal skin (FASST and littermate) were isolated, minced, and transferred to a flask containing collagenase solution (2 mg ml^−1^ Collagenase A (Sigma), 1 mg ml^−1^ hyaluronidase (Sigma), 2 U ml^−1^ DNase I (Roche) in serum-free DMEM) and a magnetic stir bar. Flasks were placed on stir plates in a 37° incubator for 1 h. Solution was strained using a 70 μM cell strainer. Blocking was performed using F_c_ block (1:200, BD Pharmingen). Cell surface and intracellular staining was performed. Concentrations, clones and fluorophore conjugations can be found in Supplementary Table 1. For FoxP3 intracellular staining, Foxp3/Transcription Factor Staining Buffer Set (eBioscience) was used according to instructions (Protocol B). Cell staining was analysed using an LSRII flow cytometer (Becton Dixon) and FlowJo software (Tree Star).

### Neutralizing antibodies and dosing strategies

*In vivo* neutralizing antibodies and dosing strategies were as follows: IL-6 neutralizing antibody (clone: MP5-20F3, BioXcell) or control IgG (IgG1 isotype control, BioXcell) at a dose of 500 μg per mouse twice weekly starting 1 week before subcutaneous injection, Ly6G neutralizing antibody (clone: 1A8, BioXcell) or control IgG (IgG2a isotype control, BioXcell) at a dose of 1 mg per mouse for the first dose and 500 μg per mouse for each subsequent dose every 3 days, starting 9 days before subcutaneous cell injection, CD8 neutralizing antibody (clone: YTS 169.4, BioXcell) at a dose of 250 μg per mouse starting at day −2 and once every 7 days for the duration of the experiment. All antibodies were delivered by I.P. injection.

### IFNγ *ex vivo* activation assay

Isografts were disaggregated as described. For stimulation, PMA (phorbol 12-myristate 13-acetate) (Sigma), ionomycin (Sigma) and Brefeldin A (BioLegend) were added at the following concentrations: PMA 50 ng ml^−1^, ionomycin 0.709 μg ml^−1^, Brefeldin A 5 ug ml^−1^. Cells were plated onto 96-well plates using one well per mouse (2 isografts). The plate was incubated for 3 h at 37 °C then the contents of each well was transferred to a 1.5 ml eppendorf tube for staining. Initial cell surface staining was performed as described above (CD45-PE-Cy7, CD3-APC, CD8-Alexafluor 700) followed by fixation of the cells using 4% formaldehyde in PBS. After fixation, permeabilization buffer (BD Bioscience) was added, cells were spun down and resuspended in a wash of permeabilization buffer then spun down again before resuspension with antibodies against IFNγ or a control IgG (IFNγ-PE or IgG-PE). Intracellular staining was carried out for 1 h on ice in the dark. Cells were washed and transferred to FACS tubes for analysis using a BD LSRII cytometer (Becton Dixon) and FlowJo software (Tree Star). Additional information about antibodies can be found in Supplementary Table 1.

### Spatial and statistical analysis

Spatial analysis of GFP-positive senescent cells and CD45 positive immune cells was done by manually identifying cells (human samples) or by using automated cell detection techniques (mouse samples). Automated cell detection was performed using custom Matlab Software. Before processing, regions of the image other than the interstitial stroma were masked (outside the tissue, the epithelial layer, hair follicles, muscle tissue) were masked. In each image, the median distance from each immune cell to the nearest senescent cell was computed, providing an estimate of the observed nearest neighbour distance. The median was chosen over the mean to make this distance statistically less susceptible to outliers. To determine the distance between immune cells and senescent cells expected by chance, 100,000 rounds of Monte-Carlo sampling were performed by randomly placing the immune cells within the unmasked region of each image. For each round of sampling, the median distance between immune cells and the nearest senescent cell were recorded. The association score was computed by subtracting the observed distance from the mean sampling distance value and normalizing by the s.d. of the sampling distance distribution (dist_random—dist_observed)/(standard deviation). The score represents the number of s.d. the observed distance lies from the sampling distance in terms with positive values indicating association (observed closer than random) and negative values indicating repulsion (observed farther than random). A value of two corresponds to an observed median distance <97.5% of the random sampling median distances.

Statistical Analysis was done by calculating *P*-values using a standard Student's *t*-test with the exception of the following experiments: CD33 marker counts were modelled by a generalized mixed effects model with the negative binomial response distribution to investigate the fixed effect of senescence with the repeated measurements from various skin samples of each individual donor modelled as a random effect. For the PDSC5 shIL6 experiment, the fold growth of the log_2_ transformed BLI between day 9 and day 2 was analysed by a linear model with the effect of hairpin, the effect of senescence and the interaction between them. For the experiments on PDSC5 and MK16-Ras competent versus nude mice, log2 transformed BLI and Box-Cox transformed tumour size (with addition of 1 to accommodate the zeros) were analysed respectively. Note that several transformations (log, square root and Box-Cox) on the tumour size measurements were analysed and all gave similar conclusions on the senescence effect. The Box-Cox transformation (with the parameter estimated as 0.6747 using the R function ‘boxcox') resulted in the best goodness-of-fit and was reported. A linear model was separately fitted on the logged BLI and Box-Cox transformed tumor size incorporating the effect of mouse strain, the effect of senescence and their interaction. From the linear models, the effect of senescence within each hairpin or each strain of mice and the effect difference between hairpins or strains of mice were estimated and tested. All tests were two-sided and significance was defined at a 5% level. All analyses were conducted in R (version 3.1.1) (http://www.R-Project.org/).

### Data availability

All relevant data are available from the authors.

## Additional information

**Accession codes:** The RNA-seq data have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under the accession code GSE78128.

**How to cite this article:** Ruhland, M. K. *et al*. Stromal senescence establishes an immunosuppressive microenvironment that drives tumorigenesis. *Nat. Commun.* 7:11762 doi: 10.1038/ncomms11762 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
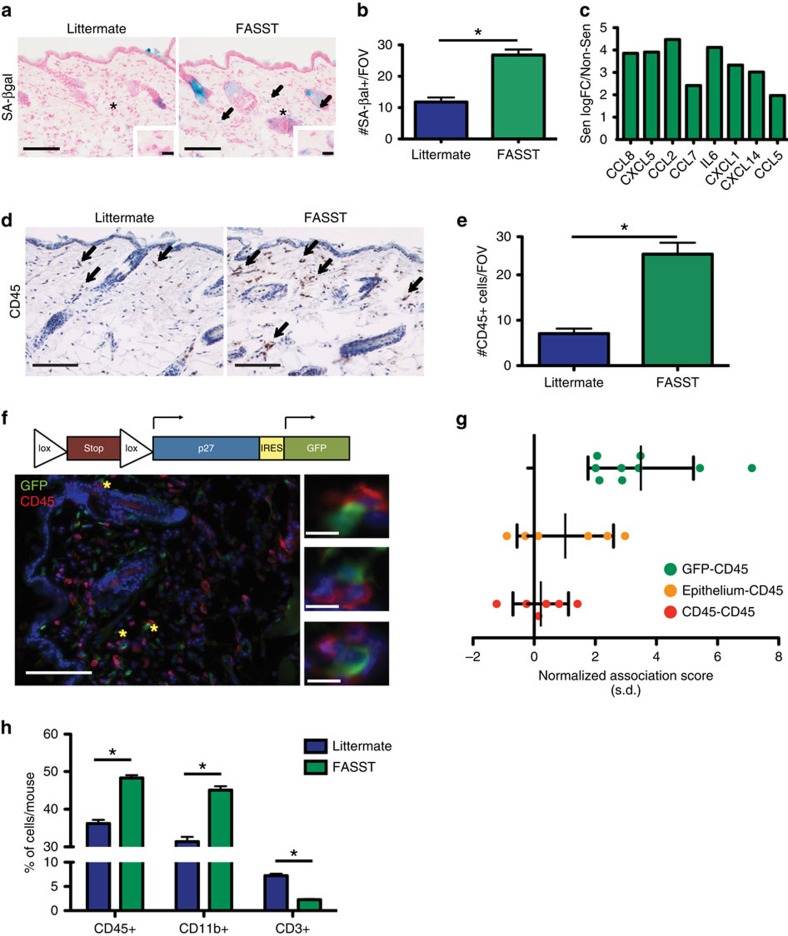
Senescent stromal cells induce local inflammation. (**a**) Senescence activation in FASST or littermate mice. Senescence-associated β-galactosidase (SA-βgal) staining (blue) of skin (arrows). Scale bar, 100 or 10 μm in zoomed images. * site of zoomed image. Representative images. (**b**) Quantification of SA-βgal^+^ cells per × 20 field of view (FOV). *P-value<0.05 by Student's *t*-test. Error bars represent s.e.m. Representative experiment. *n*=10. (**c**) RNA-seq shows expression of multiple cytokines and chemokines significantly increased in senescent MSFs (FDR<0.05, edgeR). Graph is log fold change (logFC) expression in Sen compared with Non-Sen MSFs. *n*=3. (**d**) CD45 IHC staining of skin from FASST or littermate mice. Arrows indicate CD45^+^ cells. Scale bar, 100 μm. Representative images. (**e**) Quantification of CD45^+^ cells per × 20 FOV. *P value<0.05 by Student's *t*-test. Error bars represent s.e.m. Representative experiment. *n*=9. (**f**) Schematic of transgenic expression cassette (top). Below, IF co-staining for transgenic GFP expression (green) and CD45^+^ cells (red). Nuclei stained with DAPI (blue). Scale bar, 100 or 10 μm in zoomed image. * site of zoomed images (right). Representative image. (**g**) Spatial analysis of CD45^+^ leukocytes and GFP^+^ stromal cells. Data show median distance between CD45^+^ leukocytes and GFP^+^ stromal cells (green) is significantly smaller than chance (mean normalized association score 3.5, 95% confidence interval (CI) 2.4–4.6). In the absence of senescent cells (littermate control), the observed distance distribution of immune cells to the epithelial layer (orange) is not significantly different from random (Epithelium-CD45) (mean normalized association score=1.0, 95% CI −0.2 to 2.2). Immune cell-immune cell (CD45-CD45) distances (red) are not significantly different from random (mean association statistic=0.2, 95% CI −0.5 to 0.9). Error bars represent s.d. *n*=6–9. (**h**) Flow cytometry analysis of FASST and littermate control skin. Data represents CD45^+^, CD45^+^CD11b^+^ or CD45^+^CD3^+^ populations as a percentage of live cells per mouse skin. *P value <0.05 by Student's *t*-test. Data are presented as mean %+s.e.m. shown as error bars. *n*=3. FDR, false discovery rate.

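Ccl8 (ENSMUSG00000009185; chromosome 11 of mm9, 81928687 to 81930301) had 214 ± 49.8 (SD, n = 3) normalized counts in the libraries labelled non-senescent and 3067 ± 880 (SD, n = 3) in those labelled senescent. Its log2 fold change was 3.82 (standard error 0.29, limma adjusted p = 0.0151), and with the replicate block its standard error was 0.17 (adjusted p = 0.00679). Without the block it was the only one of the 8 genes of Fig. 1c past the threshold. Ccl7 (ENSMUSG00000035373; chromosome 11, 81859214 to 81861027) had 496 ± 261 (SD, n = 3) and 2593 ± 1562 (SD, n = 3) normalized counts. For Ccl7 the log2 fold change was 2.35 (standard error 0.48, limma adjusted p = 0.131), and in the block model the standard error was 0.16 (adjusted p = 0.0147). Cxcl14 (ENSMUSG00000021508; chromosome 13, 56390008 to 56397666) did not pass the filter on low values. Its normalized counts were 14.5, 2.80 and 2.50 in replicates 1, 2 and 3 labelled non-senescent and 67.6, 94.7 and 15.4 in those labelled senescent. In a model of all genes without the filter, the log2 fold change of Cxcl14 was 3.01 (limma adjusted p = 0.215, and 0.106 with the block). With each group's mean raised to the floor the paper describes, the log2 fold changes were 3.84 for Ccl8, 3.88 for Cxcl5, 2.39 for Ccl7 and 3.24 for Cxcl1.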

**Figure 2:**
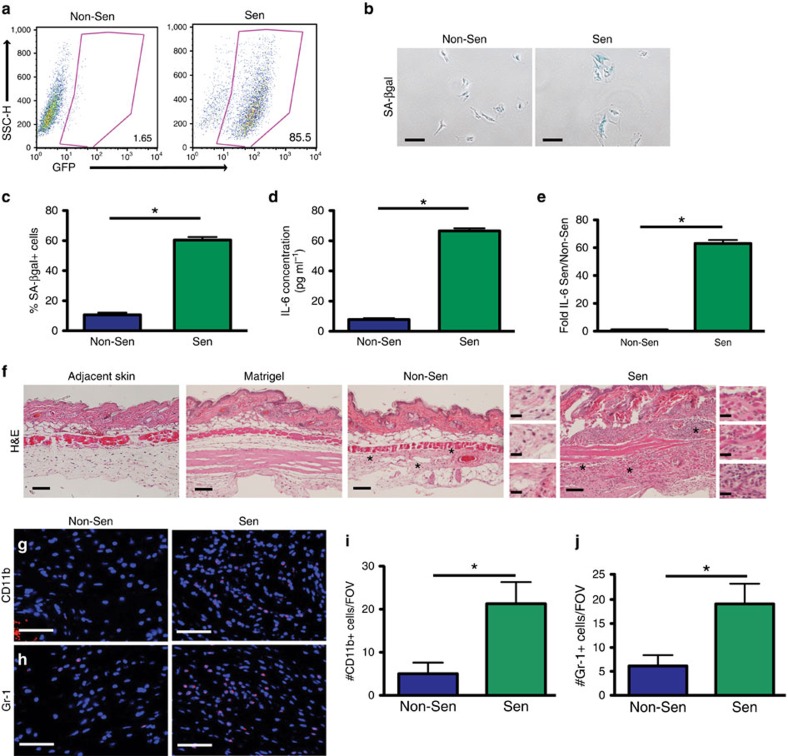
Senescent fibroblasts drive inflammation. (**a**) MSFs isolated from FASST mice show activation of the GFP transgene following addition of 10 μM TAM. Flow cytometry plots with the percent of cells expressing GFP (lower right corner) in non-senescent (Non-Sen) and senescent (Sen) MSFs. Representative plot. *n*=5. (**b**) Senescence-associated β-galactosidase (SA-βgal) staining (blue) on MSFs from FASST mice treated with 10 μM TAM (Sen) or vehicle (Non-Sen). Scale bar, 100 μm. Representative images. (**c**) Quantification of SA-βgal staining. Data are presented as mean percent positive cells+s.e.m. * indicates *P* value <0.05 by Student's *t*-test. *n*=3. (**d**) Quantification of secreted IL-6 protein from Sen or Non-Sen MSFs. Data represents the mean concentration of IL-6 in pg ml^−1^+s.e.m. from medium conditioned for 24 h. Protein concentration was subsequently measured using ELISA. *P value <0.05 by Student's *t*-test. *n*=3. (**e**) IL-6 mRNA expression from MSFs (Sen or Non-Sen) measured by qRT–PCR. Graph represents mean IL-6 mRNA expression in senescent versus non-senescent MSFs. * indicates *P* value<0.05 by Student's *t*-test. Error bars are s.e.m. Representative experiment. *n*=10. (**f**) H&E staining of adjacent skin, matrigel alone, non-senescent (Non-Sen) and senescent (Sen) subcutaneous isografts. Scale bar, 100 μm. Representative images. * indicates site of zoomed images (right). Scale bar, 20 μm in the zoomed images. *n*=4–6. (**g**) IF for CD11b^+^ (red) cells present in Non-Sen and Sen subcutaneous isografts. Scale bar, 100 μm. Representative images. *n*=3. (**h**) IF for Gr-1^+^ (red) cells present in Non-Sen and Sen subcutaneous isografts. Scale bar, 100 μM. Representative images. *n*=3. (**i**) Quantification of CD11b^+^ cells shown in **g**. *indicates *P* value <0.05 by Student's *t*-test. Data are presented as the mean+s.e.m. of CD11b^+^ cells per × 20 field of view (FOV). Representative experiment. *n*=3. (**j**) Quantification of Gr-1^+^ cells shown in **h**. * indicates *P* value <0.05 by Student's *t*-test. Data are presented as the mean+s.e.m. of Gr-1^+^ cells per × 20 FOV. Representative experiment. *n*=3. H&E, haematoxylin and eosin; qRT–PCR, quantitative PCR with reverse transcription.

**Figure 3:**
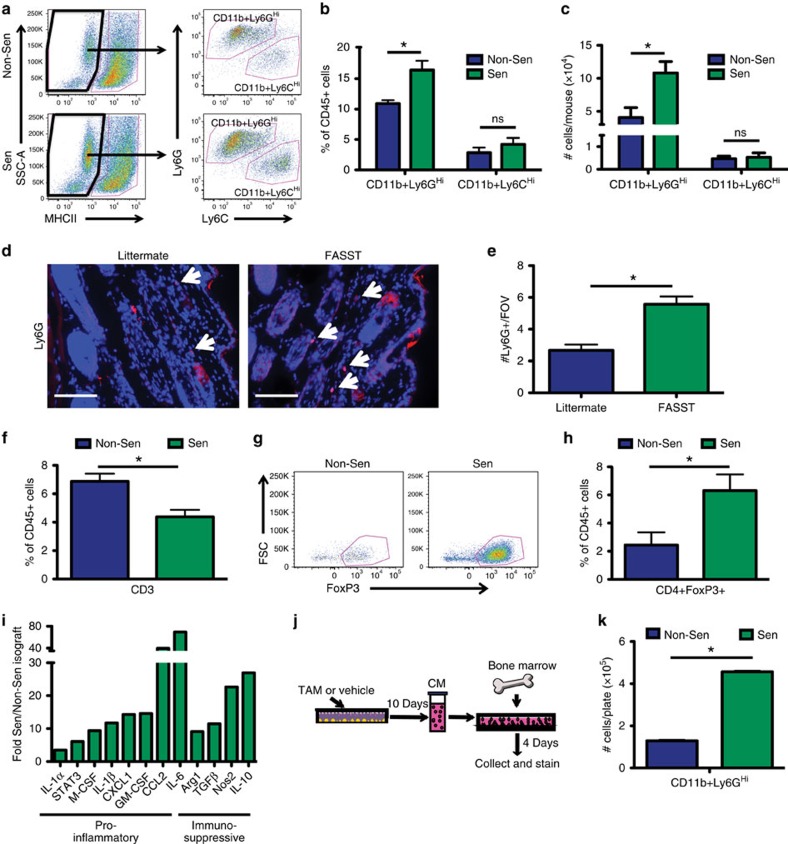
Senescent stromal cells promote the development of an immunosuppressive microenvironment. (**a**) MHCII^Lo^Ly6G^Hi^ and MHCII^Lo^Ly6C^Hi^ gating strategy for non-senescent (Non-Sen) and senescence (Sen) isografts. Cells previously gated as CD45^+^CD11b^+^MHCII^Lo^ (left). MHCII^Lo^ population is further gated for Ly6G and Ly6C (right). (**b**) Quantification of flow cytometry in **a**. Data represents CD11b^+^Ly6G^Hi^ or CD11b^+^Ly6C^Hi^ cells as % of CD45^+^ cells. *P value <0.05 by Student's *t*-test. ns is not significant. Data are mean %+s.e.m. *n*=3. (**c**) Quantification of CD11b^+^Ly6G^Hi^ or CD11b^+^Ly6C^Hi^ cells represented as number of cells per mouse. *P value <0.05 by Student's *t*-test. ns is not significant. Data are mean+s.e.m. *n*=3. (**d**) IF staining for Ly6G^+^ cells (red) in FASST skin. Arrows indicate Ly6G^+^ cells. Scale bar, 100 μM. (**e**) Quantification of Ly6G^+^ cells shown in **d**. *P value <0.05 by Student's *t*-test. Data are mean+s.e.m. *n*=36–37. (**f**) Quantification of CD3^+^ T cells in Sen versus Non-Sen isografts. CD3^+^ cells were previously gated as CD45^+^. *P value<0.05 by Student's *t*-test. Data are mean %+s.e.m. *n*=3–4. (**g**) T regulatory cell (T_reg_) gating for Non-Sen and Sen isografts. Cells previously gated as CD45^+^CD3^+^CD4^+^. (**h**) Quantification of flow cytometry in **g**. *P value <0.05 by Student's *t*-test. Data are mean %+s.e.m. of CD4^+^FoxP3^+^ cells in the CD45^+^ population. *n*=4. (**i**) qRT–PCR analysis of Sen versus Non-Sen isografts shows significant (*P*<0.05, Student's *t*-test) senescence-dependent enrichment of pro-inflammatory and immunosuppressive gene expression *in vivo*. Data are mean fold increase+s.e.m. of the dCT normalized to GAPDH. *n*=11–16. (**j**) Schematic representation of CM assay testing the SASP's impact on naive bone marrow. Non-senescent (vehicle), senescent (TAM). (**k**) Flow cytometry analysis of conditioned (Non-Sen or Sen) medium-treated naive bone marrow cells from set-up in j. *P-value<0.05, Student's *t*-test. Data are mean # of cells per plate+s.e.m. Representative experiment, *n*=4. Data are derived from experiment shown in Fig. 7b thus Sen-CM and Non-Sen-CM contain IgG control antibody. qRT–PCR, quantitative PCR with reverse transcription.

**Figure 4:**
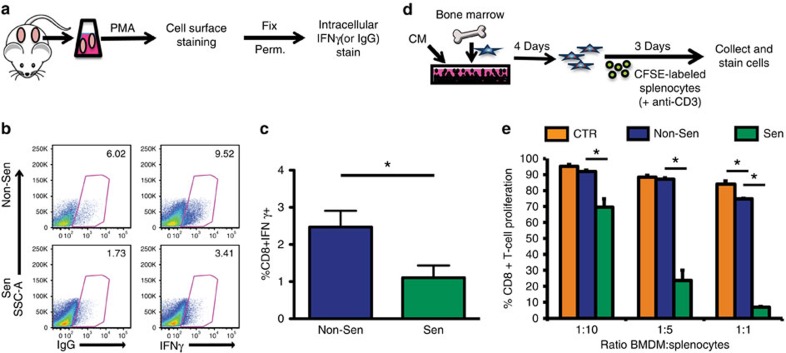
Senescent fibroblasts reduce CD8^+^ T-cell responsiveness. (**a**) Schematic representation of *ex vivo* CD8^+^ T-cell stimulation assay. Cells from isograft digests were stimulated with PMA. Cells were then stained for cell surface markers, fixed, permeabilized (Perm.) and stained for intracellular IFNγ. IgG antibody is used as a control. (**b**) Flow cytometry following *ex vivo* CD8^+^ T-cell stimulation from Non-Sen or Sen isografts. Experimental set-up is depicted in **a**. Cells were previously gated as CD45^+^CD3^+^CD8^+^ cells. % positive cells, as gated, are shown at the upper right corner of each plot. Representative plots are shown. (**c**) Quantification of *ex vivo* CD8^+^ T-cell stimulation flow cytometry analysis in **b**. Data are normalized based on staining in the IgG control samples, and is presented as mean % of CD8^+^IFNγ^+^ cells previously gated as CD45^+^CD3^+^ cells+s.e.m. * indicates *P* value <0.05 by Student's *t*-test. Representative experiment. *n*=4. (**d**) Schematic representation of T-cell suppression assay using CM-treated BMDM cells. (**e**) T-cell suppression assay using CM (from Non-Sen or Sen MSFs) treated naive bone marrow cells. Schematic representation of experimental set-up is shown in **d**. Control (CTR) medium consists of RPMI+5% FBS. CFSE-labelled splenocytes and unlabelled BMDM cells were plated at indicated ratios. CD8^+^ T-cell proliferation was assessed at 72 h post CD3-stimulation by flow cytometric quantification of CFSE-dilution within the CD8^+^ population of cells. * indicates *P* value <0.05 by analysis of variance. Data are presented as mean+s.d. of triplicates. Representative experiment. *n*=6.

**Figure 5:**
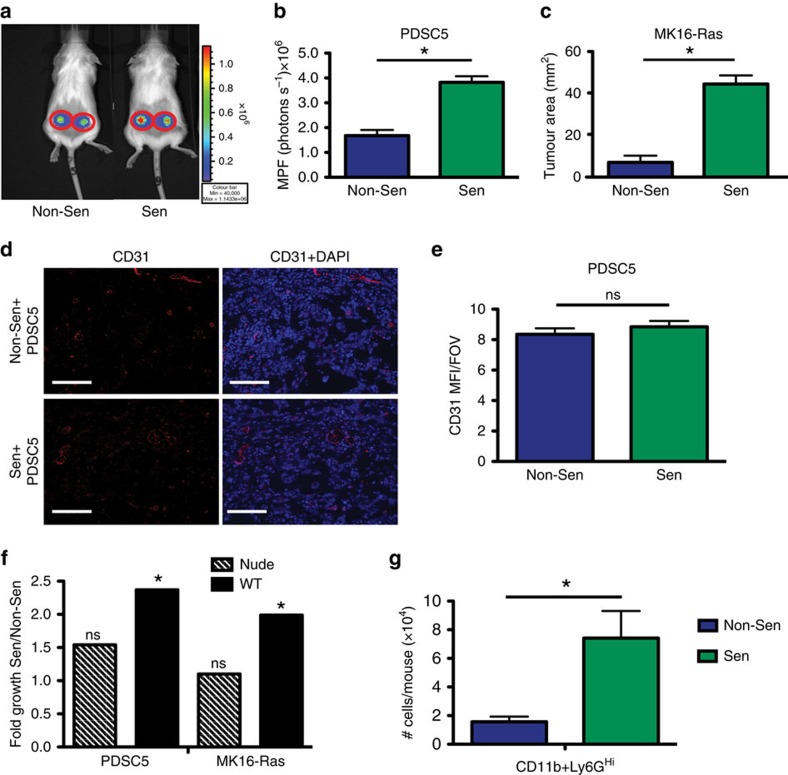
Senescent stromal cells promote immune-mediated tumour growth. (**a**) Representative images of whole-body imaging for PDSC5 tumour cell-fibroblast co-injections day 9 post injection. Scale for photon flux is shown to the right of the image. (**b**) Tumour growth following non-senescent (Non-Sen) or senescent (Sen) subcutaneous co-injections with PDSC5 tumour cells. Live imaging analysis of day 9 growth is represented as MPF (photons per second)+s.e.m. * indicates *P* value <0.05 by Student's *t*-test. *n*=8. Data shown here is derived from the same experiment shown in Fig. 6b, thus Sen mice received IgG control antibody. (**c**) Tumour growth following Non-Sen or Sen subcutaneous co-injections with MK16-Ras tumour cells. Caliper measurements were performed on day 26 following injection. * indicates *P* value <0.05 by Student's *t*-test. Data are presented as mean tumour area (mm^2^)+s.e.m. *n*=8–9. (**d**) IF CD31 (red) staining Sen versus Non-Sen subcutaneous PDSC5 tumour co-injections. Scale bar, 100 μM. Representative images. (**e**) Quantification of CD31 IF staining shown in f. ns is not significant by Student's *t*-test. Data are presented as the MFI+s.e.m. per × 20 FOV. *n*=7–8. FOV, field of view. MPF, mean photon flux. (**f**) Tumour growth following subcutaneous co-injections with PDSC5 (left) or MK16-Ras (right) tumour cells into immune-deficient, nude mice (striped bars) or immune-competent, wild-type mice (solid bars). Data represents the fold growth of Sen co-injections over non-Sen co-injections within each mouse strain. * indicates *P* value <0.05 by Wald test. ns is not significant. Data are presented as mean fold growth+s.e.m. *n*=6–10 for immune-deficient mice. *n*=6–19 for immune-competent mice. Senescent cells significantly stimulated tumour growth in wild-type mice but failed to do so in nude mice. (**g**) Flow cytometry analysis of isografts containing PDSC5 tumour cells and non-Sen or Sen-MSFs. Data represents the mean CD11b^+^Ly6G^Hi^ cell number per mouse+s.e.m., 4 days following co-injection. * indicates *P* value <0.05 by Student's *t*-test. *n*=4.

**Figure 6:**
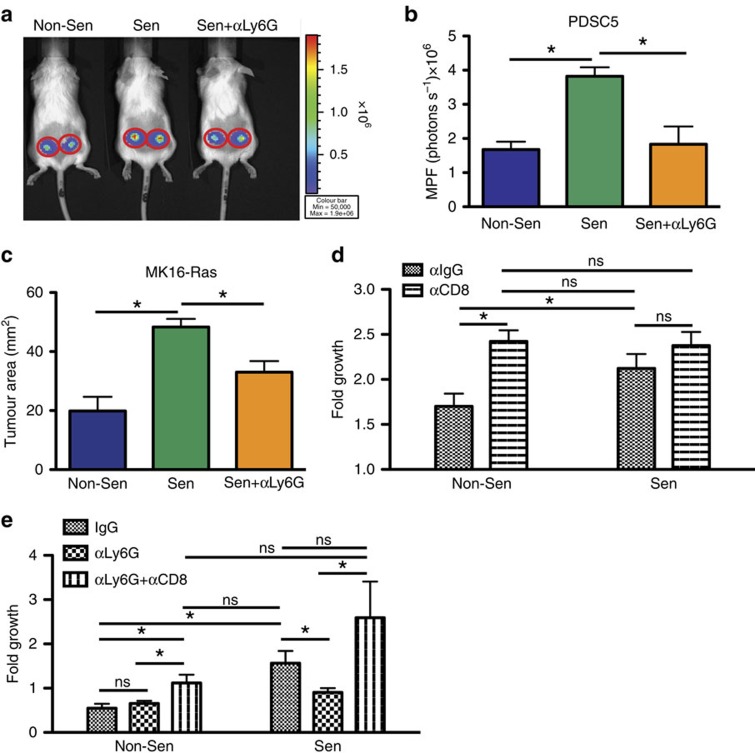
Senescent-stromal driven increases in G-MDSCs suppress CD8^+^ T cells and promote tumour growth. (**a**) Representative whole body images of PDSC5 tumour cells co-injected with MSFs as indicated following Ly6G depletion (or control). Non-senescent (Non-Sen) MSFs with PDSC5 cells (left), senescent MSFs (Sen) with PDSC5 cells (middle), and senescent MSFs with PDSC5 cells depleted of Ly6G^+^ cells (Sen+αLy6G) (right) on day 9 post injection. Sen mice received IgG antibody as a control. Scale for photon flux is shown to the right of the image. (**b**) Effect of Ly6G^+^ cell depletion on tumour growth in Non-Sen or Sen subcutaneous co-injections with PDSC5 tumour cells. Mice were treated I.P. with a neutralizing Ly6G antibody (or control IgG) every 3 days. Live imaging analysis of day 9 growth is represented as MPF+s.e.m. *P value <0.05, Student's *t*-test. *n*=7–8. (**c**) Effect of Ly6G^+^ cell depletion on tumour growth in Non-Sen or Sen subcutaneous co-injections with MK16-Ras tumour cells. Mice were treated I.P. with a neutralizing Ly6G antibody (or control IgG) every 3 days. Data are presented as mean tumour area (mm^2^)+s.e.m. at day 26 post injection. *P value <0.05, Student's *t*-test. *n*=14–18. (**d**) Effect of CD8 depletion on tumour growth in Non-Sen or Sen subcutaneous co-injections with PDSC5 tumour cells. Mice were treated I.P. with a neutralizing CD8 antibody (or control IgG) twice weekly. Tumour growth was assessed by live imaging analysis. Data are presented as mean fold growth+s.e.m. *P value<0.05, Student's *t*-test. ns is not significant. *n*=9–10. (**e**) CD8^+^ and Ly6G^+^ cell depletion in mice bearing PDSC5 tumour co-injections. Mice were treated I.P. with one out of three dosing regimens: IgG, αLy6G or αCD8+αLy6G. αCD8 was given twice weekly and αLy6G was given every 3 days for the duration of the experiment. Mice were subcutaneously injected with Non-Sen+PDSC5 or Sen+PDSC5 and tumour growth was assessed by live imaging analysis. Data are presented by mean fold growth+s.e.m. *P value<0.05, Student's *t*-test. ns is not significant. *n*=5–10. MPF, mean photon flux.

**Figure 7:**
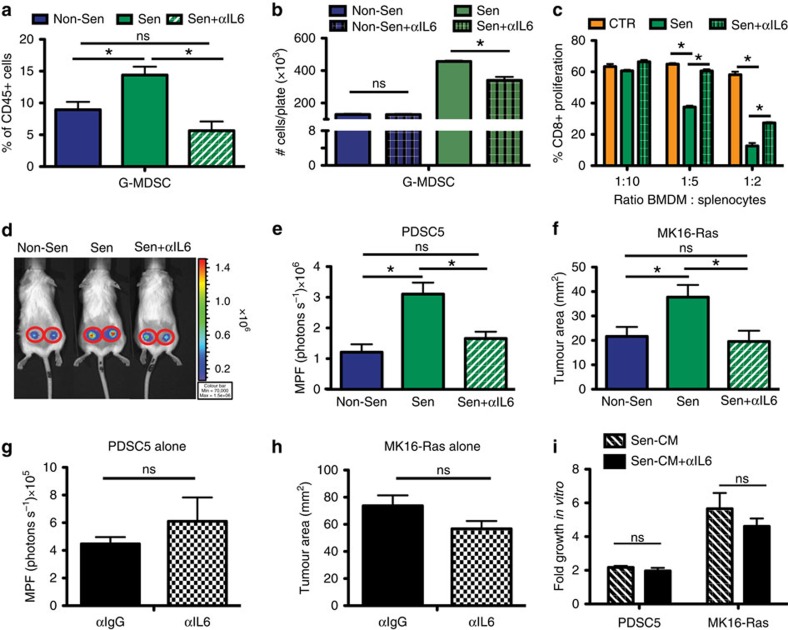
IL-6 within senescent microenvironments mediates immunosuppression and tumour promotion. (**a**) Flow cytometry for G-MDSC following IL-6 depletion in non-senescent (Non-Sen) or senescent (Sen) isografts. *P value <0.05, Student's *t*-test. ns is non-significant. Data are mean % of CD45^+^ population+s.e.m. *n*=3–7. (**b**) Flow cytotmetry of bone marrow cells treated with CM depleted of IL-6. Set-up shown in Fig. 3j. *P value <0.05, Student's *t*-test. ns is not significant. Data are mean # of cells per plate+s.e.m. *n*=4. (**c**) T-cell suppression assay following IL-6 depletion. Set-up shown in Fig. 4d. Bone marrow cells were conditioned with Sen+IgG (Sen), Sen+αIL6 or control (CTR) medium. *P value <0.05, by analysis of variance. Data are mean % proliferation+s.d. of triplicates. *n*=3. (**d**) Imaging following IL-6 depletion in PDSC5 tumour co-injections. Non-Sen with PDSC5 (Non-Sen), Sen+IgG with PDSC5 (Sen) and Sen+αIL6 with PDSC5 on day 9 post injection. (**e**) PDSC5 tumour growth in IL-6 depleted Non-Sen and Sen isografts. Data are represented as MPF (photons per second)+s.e.m. *P-value<0.05, Student's *t*-test. ns is not significant. *n*=10. (**f**) MK16-Ras tumour growth in IL-6-depleted Non-Sen and Sen isografts. *P value <0.05, Student's *t*-test. ns is not significant. Data are mean tumour area (mm^2^)+s.e.m. *n*=7–22. (**g**) Depletion of IL-6 has no direct effect on PDSC5 tumour growth when stromal cells are not present. Data are MPF+s.e.m. ns is not significant, *P*⩾0.05, Student's *t*-test. *n*=8–10. (**h**) Depletion of IL-6 has no direct effect on MK16-Ras tumour growth when stromal cells are not present. Data are mean tumour area (mm^2^)+s.e.m. ns is not significant, *P*⩾0.05, Student's *t*-test. *n*=13–15. (**i**) IL-6 neutralization does not impact *in vitro* tumour cell growth. Sen CM depleted of IL-6 or treated with IgG do not differentially impact PDSC5 or MK16-Ras growth. Data are mean fold growth+s.e.m. ns is not significant, Student's *t*-test. *n*=6. MPF, mean photon flux.

**Figure 8:**
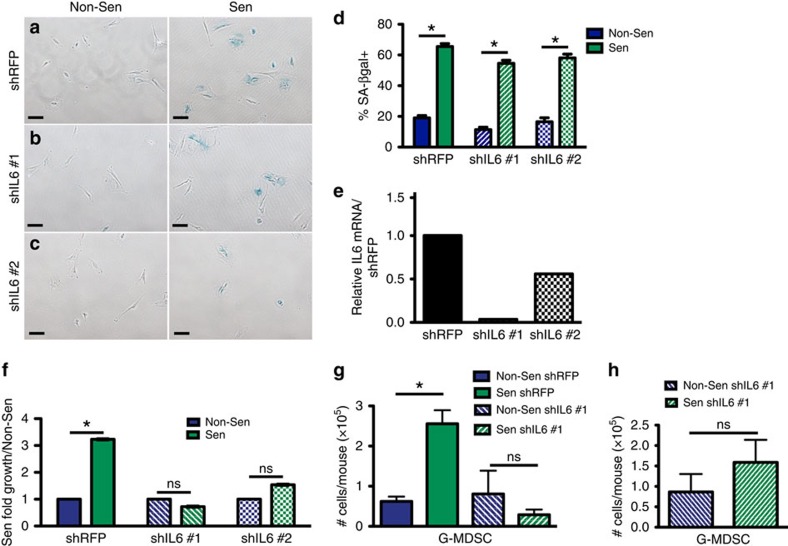
Senescence-derived IL-6 is necessary to drive G-MDSC accumulation and tumour promotion. (**a**) Senescence-associated β-galactosidase (SA-βgal) staining (blue) of shRFP-expressing MSFs treated with 10 μM TAM (Sen) or vehicle (Non-Sen) revealed ∼65% of cells were senescent following TAM treatment. Scale bar, 100 μm. *n*=3. (**b**) SA-βgal staining (blue) of shIL6#1-expressing MSFs treated with 10 μM TAM (Sen) or vehicle (Non-Sen) revealed ∼55% of shIL6 #1 cells were senescent following TAM treatment. Scale bar, 100 μm. *n*=3. (**c**) SA-βgal staining (blue) of shIL6#2-expressing MSFs treated with 10 μM TAM (Sen) or vehicle (Non-Sen) revealed ∼55% of shIL6 #2 cells were senescent following TAM treatment. Scale bar, 100 μm. *n*=3. (**d**) Quantification of SA-βgal-positive shRFP-, shIL6 #1-, and shIL6 #2-expressing cells shown in **a**–**c**. Data are mean %-positive cells+s.e.m. *P value <0.05, Student's *t*-test. *n*=3. (**e**) qRT–PCR for IL-6 mRNA expression. Data are relative IL-6 mRNA in Sen/Non-Sen shIL6 lines compared with shRFP. *n*=3. Representative experiment. (**f**) Impact of senescent stromal-derived IL-6 on tumour growth. MSFs expressing IL-6-specific hairpins (shIL6 #1 or shIL6 #2) were co-injected with PDSC5 tumour cells. shRFP was used as a control. Data are mean fold growth of Sen co-injections over Non-Sen co-injections+s.e.m. Non-Sen injections are normalized to 1. *P value <0.05, Wald test. ns is not significant. *n*=5–10. (**g**) Flow cytometry of shRFP or shIL6 #1-expressing Non-Sen or Sen MSF isografts. Mice were injected with senescent or non-senescent MSFs that expressed a control shRFP or were depleted of IL-6 through the expression of the shIL6 #1 short hairpin. Data represents the mean number of G-MDSCs+s.e.m., per mouse. *P value <0.05, Student's *t*-test. ns is not significant. *n*=3–4. (**h**) Flow cytometry of shIL6 expressing Non-Sen or Sen MSF-PDSC5 co-injections. Mice were injected with PDSC5 tumour cells and senescent or non-senescent MSFs depleted of IL-6 through the expression of shIL6 #1. Data represents the mean number of G-MDSCs+s.e.m., per mouse. ns is not significant, Student's *t*-test. *n*=3–4. qRT–PCR, quantitative PCR with reverse transcription.

**Figure 9:**
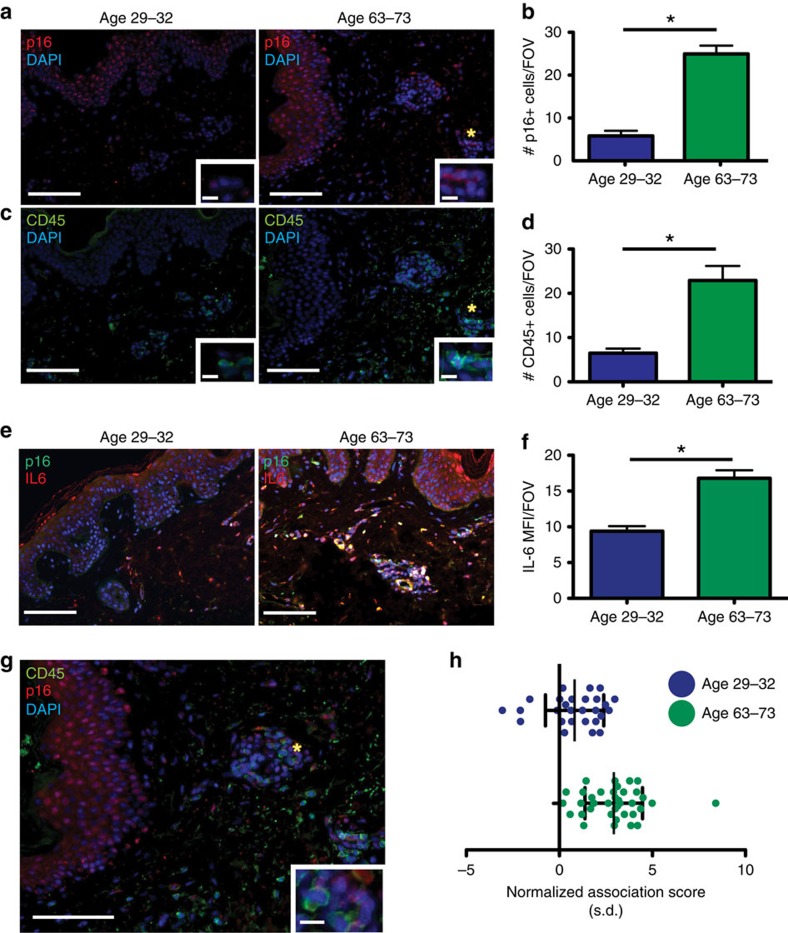
Increases in senescent stromal cells in aged human skin correlate with increases in inflammation. (**a**) IF staining for p16^INK4a^ (red) in human skin samples grouped by age. Nuclei are DAPI-stained (blue). Scale bar, 100 or 10 μm in zoomed inset image. *site of zoomed image. (**b**) Quantification of p16^INK4a^ (red) staining shown in a. grouped by age. *P value <0.05, Student's *t*-test. Data are mean+s.e.m. Graph contains data from four donors per age group, multiple images (5–17) per donor. (**c**) IF staining for CD45 (green) in human skin samples grouped by age. Nuclei are DAPI-stained (blue). Scale bar, 100 or 10 μm in zoomed inset image. *site of zoomed image. (**d**) Quantification of CD45 (green) staining shown in **c**. grouped by age. *P value <0.05, Student's *t*-test. Data are mean+s.e.m. Graph contains data from four donors per age group, multiple images (5–17) per patient. (**e**) IF staining for p16^INK4A^ (p16, green) and IL-6 (red) on human skin. Nuclei are DAPI-stained (blue). Secondary alone control showed no detectable staining (data not shown). Double-positive staining (yellow) was noted in older individuals (Age 63–73). Scale bar, 100 μm. (**f**) Quantification of IL-6 IF staining shown in **e**. Data are the MFI+s.e.m. per × 20 FOV. *P value <0.05, Student's *t*-test. Four donors per age group, multiple images (4–10) per donor were analysed. (**g**) IF co-staining for p16^INK4a^ (red) and CD45 (green) in human skin. Nuclei are DAPI-stained (blue). Panel **e** is the merged image of the staining shown in **a**,**c**. Scale bar, 100 or 10 μm in zoomed inset image. *site of zoomed image. (**h**) Images from staining shown in **e** were analysed using the same spatial statistics described in Fig. 1g. In samples from donors aged 63–73, a strong association of p16^+^ and CD45^+^ cells was observed (mean normalization score 2.9, 95% CI 2.4–3.4). Samples from donors aged 29–32 show weak association (mean normalization score 0.8, 95% CI 0.2–1.4). 4 patients per age group. Error bars are s.d. *n*=27–37. FOV, field of view.

**Figure 10:**
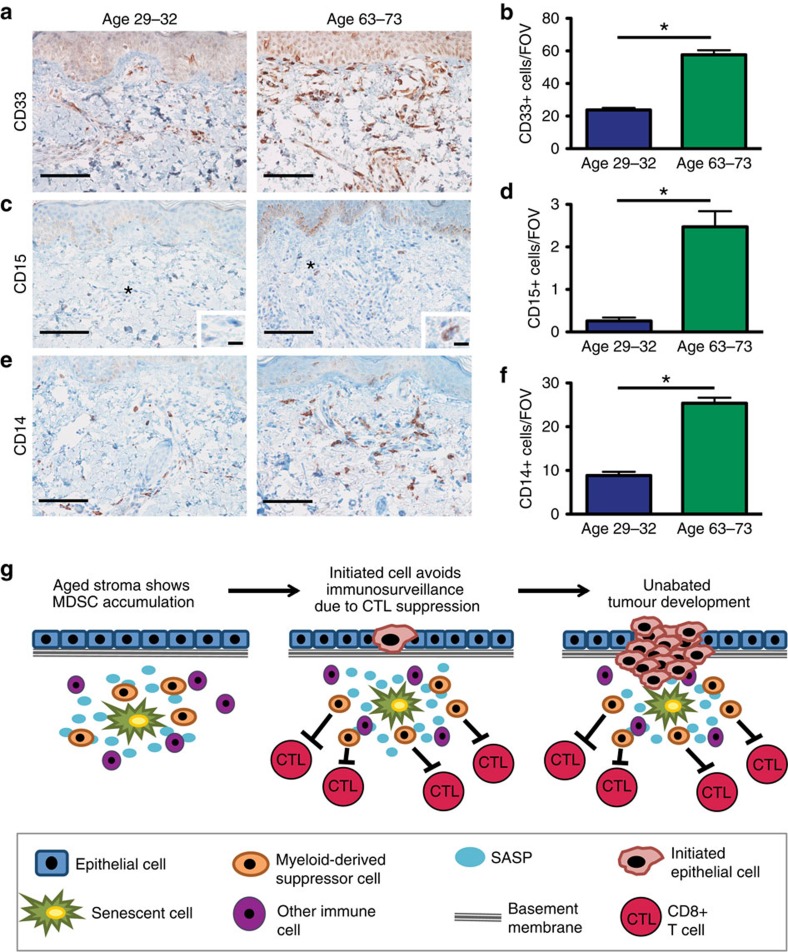
Immunosuppressive cell types are enriched in aged human skin. (**a**) Representative IHC staining for CD33 in human skin grouped by age. Scale bar, 100 μm. (**b**) Quantification of CD33 IHC staining in human skin grouped by age. * indicates *P* value <0.05 by Wald test. Data are presented as mean CD33^+^ cells per × 20 FOV+s.e.m. Data represents four donors per age group, multiple images (5–27) per donor were used for quantification. (**c**) Representative human IHC staining for CD15 grouped by age. Scale bar, 100 or 10 μm for zoomed inset image. * indicates location of zoomed image. (**d**) Quantification of CD15 IHC staining in human skin grouped by age. * indicates *P* value <0.05 by Wald test. Data are presented as mean CD15^+^ cells per × 20 FOV+s.e.m. Graph is of four donors per age group, multiple images (2–15) per donor were used for quantification. (**e**) Representative human IHC staining for CD14 grouped by age. Scale bar, 100 μm. (**f**) Quantification of CD14 IHC staining in human skin grouped by age. * indicates *P* value<0.05 by Wald test. Data are presented as mean CD14^+^ cells per × 20 FOV+s.e.m. Graph is of four donors per age group, multiple images (5–22) per donor were used for quantification. (**g**) Model for SASP-driven immunosuppression resulting in age-related tumour development. Senescent stromal cells accumulate in a mosaic fashion in aged stromal compartments in the absence of tumours. Through the SASP, senescent fibroblasts are sufficient to drive increases in inflammation that is characterized by enrichment of MDSCs. These MDSCs suppress anti-tumour CD8^+^ T-cell (CTL) responses and promote incipient tumour outgrowth. FOV, field of view.

# Supplementary material for: Stromal senescence establishes an immunosuppressive microenvironment that drives tumorigenesis
**Source:** Nat Commun. 2016 Jun 8;7:11762. doi: 10.1038/ncomms11762
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Table 1

## SUPPLEMENTARY INFORMATION

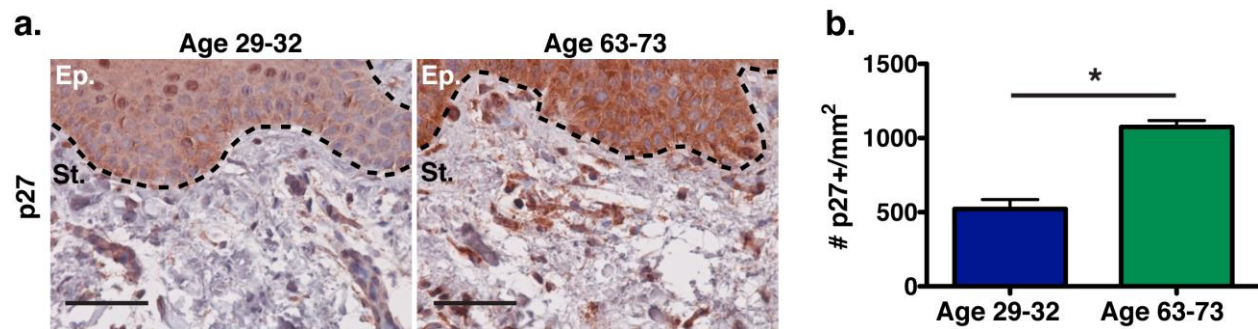

**Supplementary Figure 1: Elevated level of p27<sup>Kip1</sup> is found in aged human skin**

- a. Immunohistochemical staining for p27<sup>Kip1</sup> in human skin samples grouped by age. The dashed line denotes the separation between the epidermis (Ep.) and stroma (St.) compartments. Scale bar = 50μm. Representative images. n = 4.
- b. Quantification of p27<sup>Kip1</sup> staining in the stroma shown in a. Analysis is grouped by age. \* indicates p-value < 0.05 by Student's t-test. Data is presented as the mean of p27<sup>+</sup> cells/mm<sup>2</sup> + SEM. Graph contains data from 4 donors per age group, multiple images (8-17) per donor.

a.

| Gene Symbol | Gene Name                                              | Rank in Gene List | Core Enrichment |
|-------------|--------------------------------------------------------|-------------------|-----------------|
| IL6         | interleukin 6                                          | 0                 | Yes             |
| IL20RA      | interleukin 20 receptor, alpha                         | 76                | Yes             |
| SOCS3       | suppressor of cytokine signaling 3                     | 93                | Yes             |
| PIM1        | pim-1 oncogene                                         | 103               | Yes             |
| CCND1       | cyclin D1                                              | 154               | Yes             |
| IL28RA      | interleukin 28 receptor, alpha                         | 297               | Yes             |
| CSF2RB      | colony stimulating factor 2 receptor, beta             | 302               | Yes             |
| IL15        | interleukin 15                                         | 322               | Yes             |
| CCND2       | cyclin D2                                              | 590               | Yes             |
| CLCF1       | cardiotrophin-like cytokine factor 1                   | 775               | Yes             |
| PIK3CB      | phosphoinositide-3-kinase, catalytic, beta polypeptide | 786               | Yes             |
| PTPN11      | protein tyrosine phosphatase, non-receptor type 11     | 878               | Yes             |
| BCL2L1      | BCL2-like 1                                            | 881               | Yes             |
| PIK3R5      | phosphoinositide-3-kinase, regulatory subunit 5        | 897               | Yes             |
| OSMR        | oncostatin M receptor                                  | 971               | Yes             |

b.

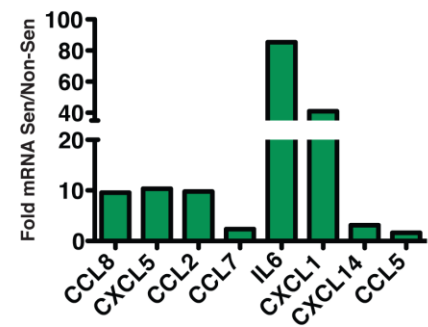

**Supplementary Figure 2: RNA-Seq analysis from senescent versus non-senescent murine skin fibroblasts indicates an enhancement of factors regulated by the JAK-Stat pathway**

- Leading-edge pathway analysis of RNA-Seq data collected from senescence and non-senescence MSFs demonstrates increases in JAK-Stat pathway factors in senescence MSFs. 

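The paper ranked genes by log2 fold change for GSEA. The rank in Supplementary Fig. 2a was taken here as a gene's place in such a list, from 0 for the largest rise. It is not known which list of genes, floor or identifiers the paper's ranks refer to. Il6 has rank 0 there, although in Fig. 1c, read by eye, Ccl2 has the larger log2 fold change (about 4.5 against about 4.1). In the list ordered by the floored log2 fold change over all genes of the table, Ccnd1 stood at rank 114, Osmr at 420 and Bcl2l1 at 759 in the libraries labelled senescent. Ptpn11 stood at 1311, Ccnd2 at 1439, Clcf1 at 1459 and Socs3 at 1544. Pik3cb stood at 4012, with 11.2% of its transcript matched at 1 other place of the genome, and Pik3r5 at 5508. Pim1 stood at 18518 with a floored log2 fold change of −0.23, and Gm16912, on the other strand, overlaps 23.7% of its exon bases. Il20ra, Ifnlr1, Csf2rb and Il15 had means under the floor in both groups, so their floored log2 fold change was 0 and they shared rank 5664. In normalized counts, Il20ra was listed at 0 in all 3 libraries labelled non-senescent and had a mean of 4.56 ± 4.09 (SD, n = 3) in those labelled senescent. Ifnlr1 had 0.317 ± 0.548 (SD, n = 3) and 2.40 ± 0.907 (SD, n = 3) normalized counts, Csf2rb 0.243 ± 0.421 (SD, n = 3) and 2.71 ± 2.53 (SD, n = 3), and Il15 13.2 ± 3.49 (SD, n = 3) and 11.1 ± 7.07 (SD, n = 3). Of the Csf2rb transcript, 49.6% matched 18 other places of the genome.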

Leading-edge analysis performed on GSEA results suggests the listed genes contribute to the core enrichment.  $n = 3$
- qRT-PCR validation of cytokines increased in senescent mouse skin fibroblasts detected by RNA-seq analysis in Fig. 1c. Data is presented as mean fold mRNA Sen/Non-Sen from triplicate wells.  $n = 3$

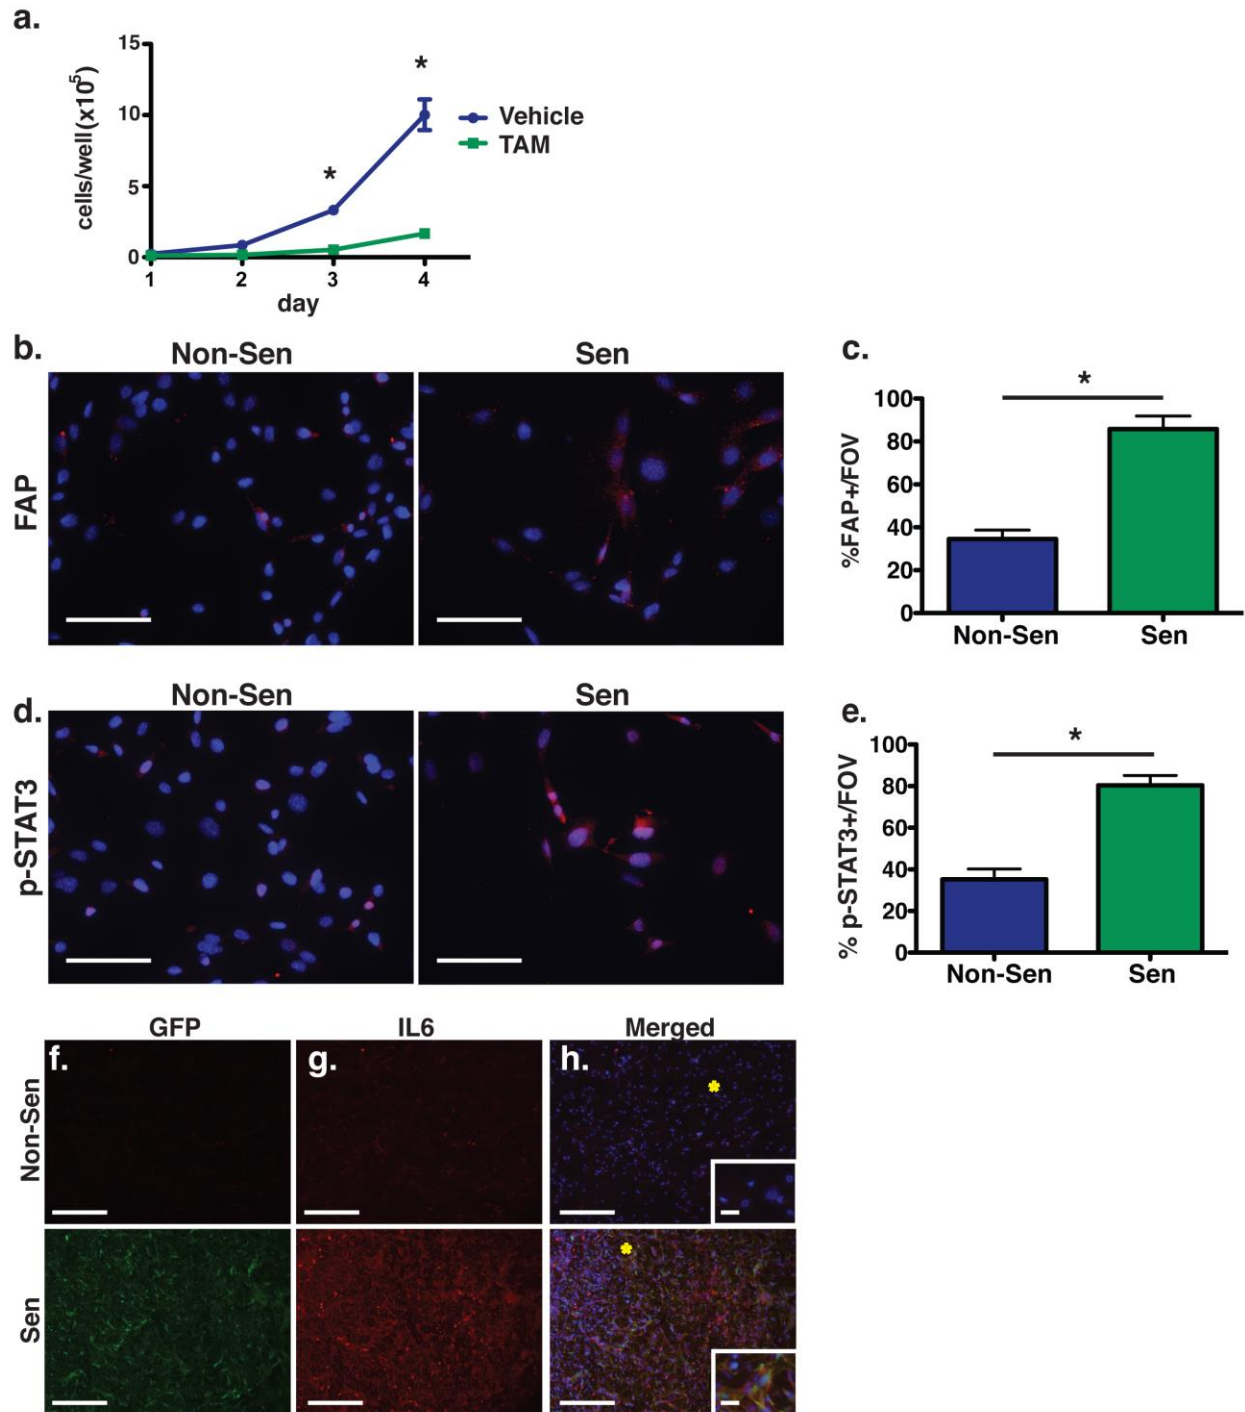

**Supplementary Figure 3: Senescent MSFs persist *in vivo* and display increases in FAP, p-STAT3, and IL-6.**

- a. Growth curve of tamoxifen-treated (TAM) senescent mouse skin fibroblasts compared to vehicle-treated, non-senescent, control fibroblasts. Data is mean cells per well + and – SEM. \* indicates p-value < 0.05 by ANOVA. Representative experiment. n = 3.
- b. Immunofluorescence staining for fibroblast activation protein (FAP, red) in senescent (Sen) and non-senescent (Non-Sen) fibroblasts *in vitro*. Senescence was induced using 10µM tamoxifen. Nuclei are shown in blue (DAPI). Scale bar = 100µm. Representative images. n = 4-7.
- c. Quantification of FAP immunofluorescence staining shown in b. Data is presented as the mean % of FAP+ cells + SEM per 20x field of view (FOV). \* indicates p-value < 0.05 by Student's t-test. n = 4-7.
- d. Immunofluorescence staining for phosphorylated STAT3 (p-STAT3, red) in senescent (Sen) and non-senescent (Non-Sen) fibroblasts *in vitro*. Senescence was induced using 10µM tamoxifen. Nuclei are shown in blue (DAPI). Scale bar = 100µm. Representative images. n = 15.
- e. Quantification of p-STAT3 immunofluorescence staining shown in d. Data is presented as the mean % of FAP+ cells per field of view (FOV) + SEM. \* indicates p-value < 0.05 by Student's t-test. n = 15.
- f. GFP+, IL-6 expressing senescent fibroblasts persist *in vivo*. Immunofluorescence staining for GFP (green) and IL-6 (red) in senescence versus non-senescent isografts 11 days after injection. Nuclei are shown in blue (DAPI). Scale bar = 100µm. Representative images. n = 8.

**a. In vivo myeloid gating strategy**

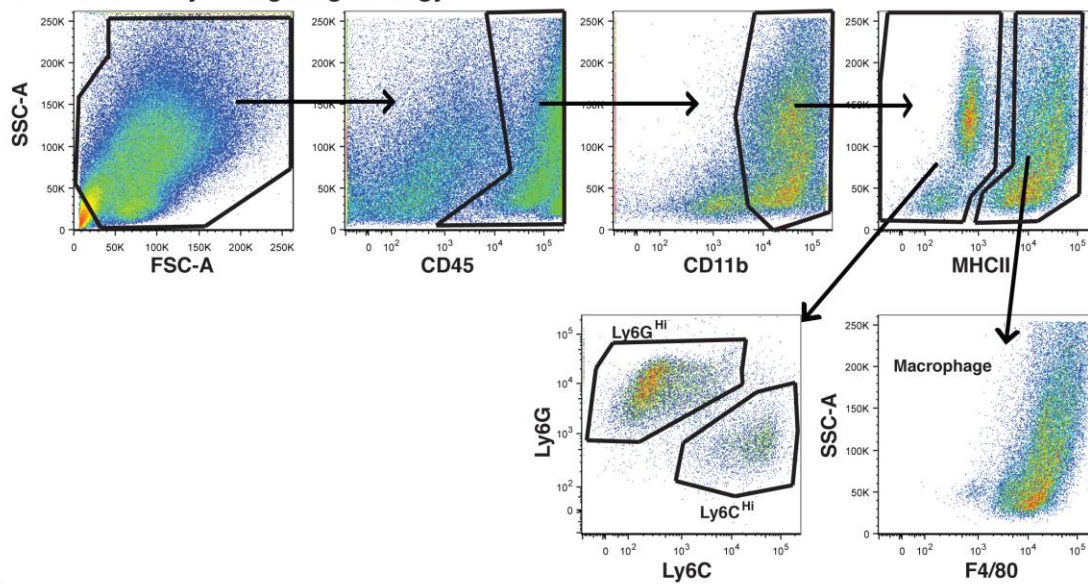

**b. In vivo T<sub>reg</sub> gating strategy**

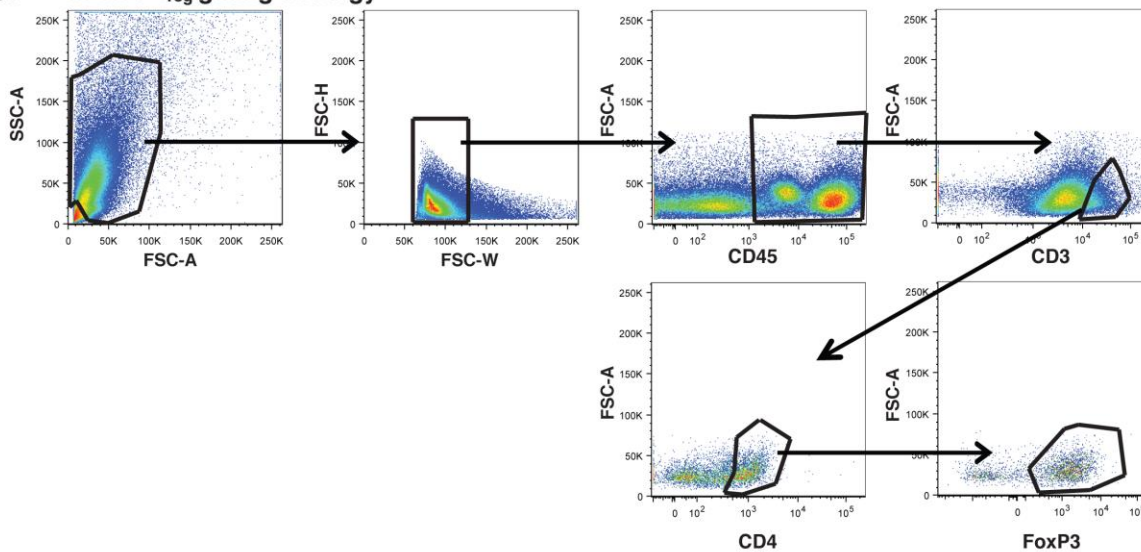

**c. T cell activation, IFN $\gamma$  gating strategy**

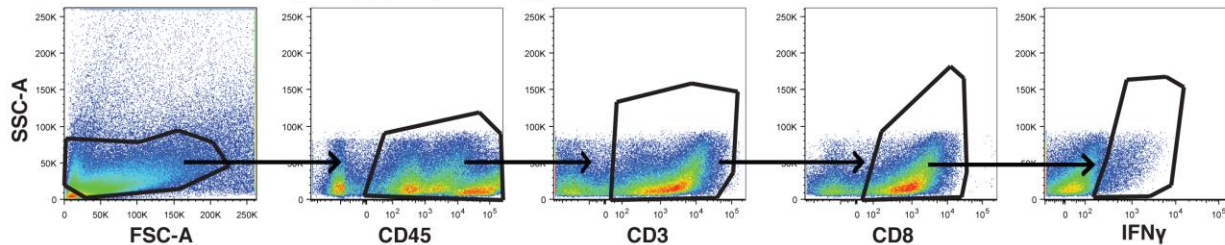

**Supplementary Figure 4: Gating Strategies**

- a. Sequential gating strategy for myeloid-derived suppressor cells (Ly6G<sup>Hi</sup> and Ly6C<sup>Hi</sup>).
- b. Sequential gating strategy for T regulatory (T<sub>reg</sub>) cells based on CD4+FoxP3+ staining.
- c. Sequential gating strategy for CD8+ T cell activation based on IFN $\gamma$ + staining.

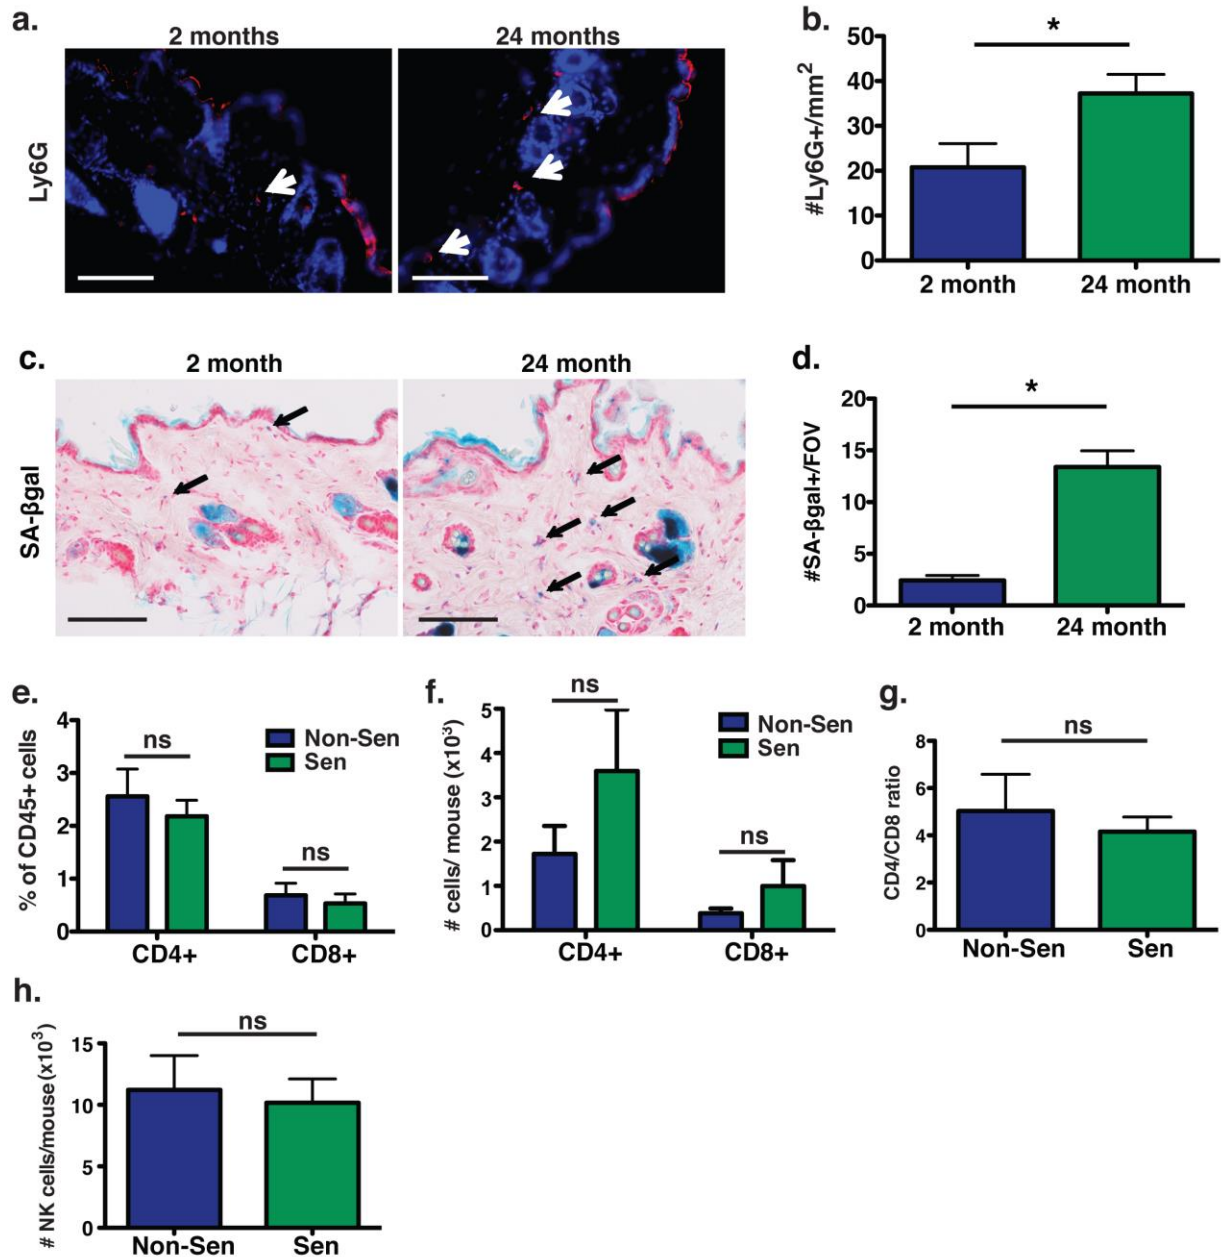

**Supplementary Figure 5: Aged mice harbor increased SA-βgal<sup>+</sup> stromal cells and increased numbers of Ly6G<sup>+</sup> cells**

- a. Immunofluorescence staining for Ly6G<sup>+</sup> cells (red) in 2 month old (left) and 24 month old (right) mice. Nuclei are shown in blue (DAPI). Scale bar = 100μm. Representative images. n = 5-10

- b. Quantification of Ly6G<sup>+</sup> cells staining shown in a. The stromal compartment was selected and ImageJ was used to calculate the area. Data are represented as mean Ly6G<sup>+</sup> cells/mm<sup>2</sup> + SEM. \* indicates p-value < 0.05 by Student's t-test. n = 5-10
- c. Senescence-associated  $\beta$ -galactosidase (SA- $\beta$ gal) staining (blue) of 2 and 24 month old murine dorsal skin. Scale bar = 100 $\mu$ m. Representative images. n = 12-15
- d. Quantification of SA- $\beta$ gal stain in c. Data is presented as #SA- $\beta$ gal<sup>+</sup> cells per field of view (FOV) + SEM. \* indicates p-value < 0.05 by Student's t-test. n = 12-15
- e. Quantification of CD4<sup>+</sup> or CD8<sup>+</sup> cells represented as % CD45<sup>+</sup> per mouse + SEM. ns is not significant by Student's t-test. n = 3-4
- f. Quantification of CD4<sup>+</sup> or CD8<sup>+</sup> cells represented as the number of cells per mouse. ns is not significant by Student's t-test. Data is presented as the mean + SEM. n = 3-4
- g. The ratio of CD4<sup>+</sup> to CD8<sup>+</sup> cells per mouse. ns is not significant by Student's t-test. Data is presented as the mean + SEM. n = 3-4
- h. Quantification of NK cells represented as the # of cells/mouse. ns is not significant by Student's t-test. Data is presented as the mean + SEM. n = 3-5

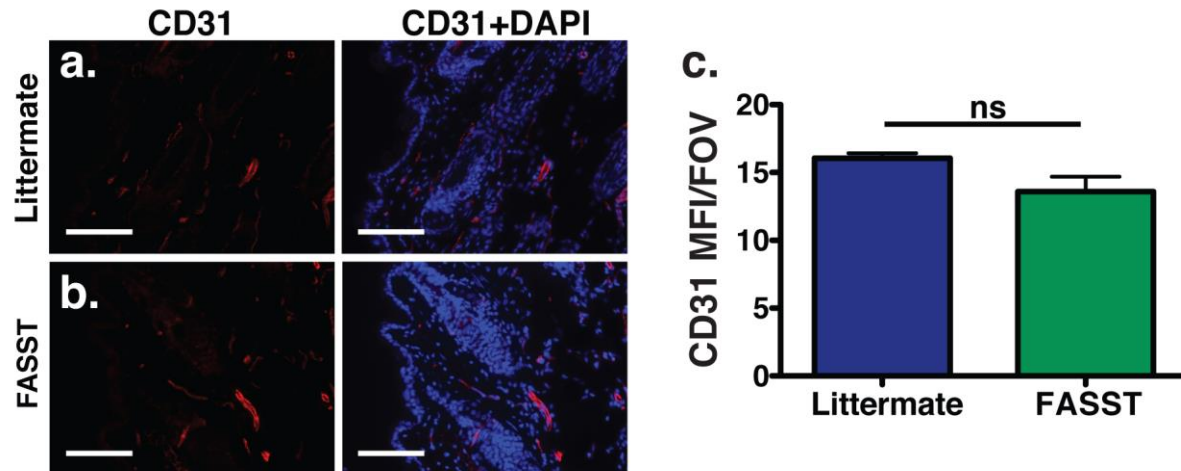

**Supplementary Figure 6: Angiogenesis is not altered in FASST mice.**

- Immunofluorescent staining for CD31<sup>+</sup> cells (red) in littermate control mice. Nuclei are shown in blue (DAPI). Scale bar = 100μm. Representative images. n = 3
- Immunofluorescent staining for CD31<sup>+</sup> cells (red) in FASST mice. Nuclei are shown in blue (DAPI). Scale bar = 100μm. Representative images. n = 3
- Quantification of CD31<sup>+</sup> cells in littermate control versus FASST mice. Data are represented as mean fluorescence intensity (MFI)/field of view (FOV). ns is not significant by Student's t-test. Data is presented as the mean + SEM. n = 3

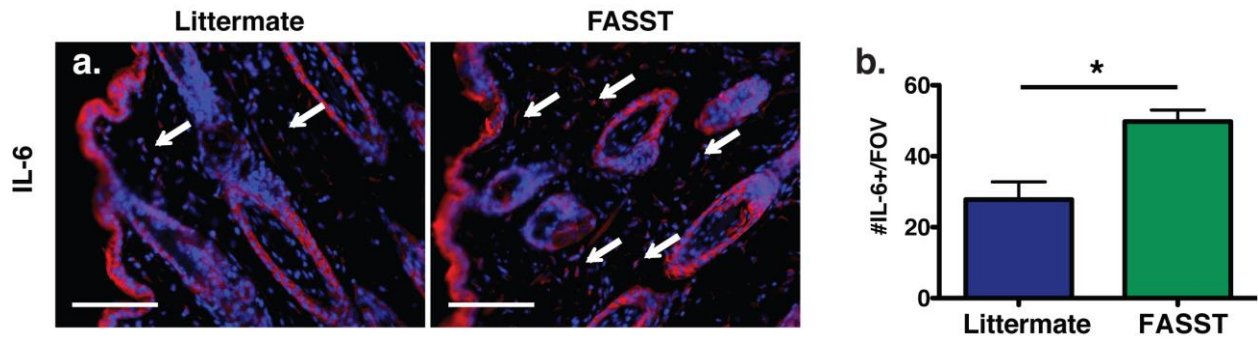

**Supplementary Figure 7: IL-6 expressing senescent stromal cells are present in FASST mice.**

- Immunofluorescent staining for IL-6<sup>+</sup> cells (red) in littermate control or FASST mice. Nuclei are shown in blue (DAPI). Scale bar = 100µm. Representative images. n = 4-5
- Quantification of IL-6<sup>+</sup> cells in littermate control versus FASST mice. Data are represented as cell number per field of view (FOV). \* indicates p-value < 0.05 by Student's t-test. Data is presented as the mean + SEM. n = 4-5

| Antibody name                  | Clone      | Fluorophore     | Assay Type | Concentration                    | Company       | Cat. #.    |
|--------------------------------|------------|-----------------|------------|----------------------------------|---------------|------------|
| <b>CONJUGATED (anti-mouse)</b> |            |                 |            | (Dilution), final concentration  |               |            |
| <b>CD45</b>                    | 30-F11     | PE              | IF         | (1/200), 1µg ml <sup>-1</sup>    | BD Pharmingen | 553081     |
| <b>IgG control (CD45)</b>      | A95-1      | PE              | IF         | (1/200), 1µg ml <sup>-1</sup>    | BD Pharmingen | 553989     |
| <b>CD11b</b>                   | M1/70      | PE              | IF         | (1/200), 1µg ml <sup>-1</sup>    | BD Pharmingen | 557397     |
| <b>IgG control (CD11b)</b>     | A95-1      | PE              | IF         | (1/200), 1µg ml <sup>-1</sup>    | BD Pharmingen | 553989     |
| <b>Gr-1</b>                    | RB6-8C5    | PE              | IF         | (1/400), 0.5µg ml <sup>-1</sup>  | eBioscience   | 12-5931-82 |
| <b>IgG control (Gr-1)</b>      | eB149/10H5 | PE              | IF         | (1/400), 0.5µg ml <sup>-1</sup>  | eBioscience   | 12-4031-82 |
| <b>CD45</b>                    | 30-F11     | PE-Cy7          | FC         | (1/1000), 0.2µg ml <sup>-1</sup> | eBioscience   | 25-0451-82 |
| <b>CD11b</b>                   | M1/70      | Alexa Fluor 700 | FC         | (1/400), 0.5µg ml <sup>-1</sup>  | eBioscience   | 56-0112-82 |
| <b>MHCII</b>                   | M5/14.15.2 | eFluor 45       | FC         | (1/800), 0.25µg ml <sup>-1</sup> | eBioscience   | 48-5321-82 |
| <b>Ly6G</b>                    | 1A8        | PE              | FC         | (1/400), 0.5µg ml <sup>-1</sup>  | BioLegend     | 127607     |
| <b>Ly6C</b>                    | HK1.4      | APC             | FC         | (1/400), 0.5µg ml <sup>-1</sup>  | eBioscience   | 17-5932-82 |
| <b>F4/80</b>                   | BM8        | FITC            | FC         | (1/200), 2.5µg ml <sup>-1</sup>  | eBioscience   | 11-4801-82 |
| <b>CD3</b>                     | 145-2C11   | APC             | FC         | (1/200), 1µg ml <sup>-1</sup>    | eBioscience   | 17-0031-82 |
| <b>CD4</b>                     | H129.19    | FITC            | FC         | (1/200), 2.5µg ml <sup>-1</sup>  | BD Pharmingen | 553651     |
| <b>FoxP3</b>                   | FJK-16s    | PE-Cy5          | FC         | (1/25), 8µg ml <sup>-1</sup>     | eBioscience   | 15-5773-80 |
| <b>CD8a</b>                    | 53-6.7     | Alexa Fluor 700 | FC         | (1/400), 0.5µg ml <sup>-1</sup>  | eBioscience   | 56-0081-80 |
| <b>CD8a</b>                    | 53-6.7     | APC             | FC         | (1/800), 0.25µg ml <sup>-1</sup> | BD Pharmingen | 553035     |
| <b>IFNγ</b>                    | XMG1.2     | PE              | FC         | (1/200), 1µg ml <sup>-1</sup>    | BioLegend     | 505808     |
| <b>IgG control (IFNγ)</b>      | RTK2071    | PE              | FC         | (1/200), 1µg ml <sup>-1</sup>    | BioLegend     | 400408     |
| <b>CD49b</b>                   | DX5        | APC             | FC         | (1/200), 1µg ml <sup>-1</sup>    | eBioscience   | 17-5971-81 |
| <b>CD3</b>                     | 145-2C11   | FITC            | FC         | (1/200), 2.5µg ml <sup>-1</sup>  | BD Pharmingen | 553062     |
| <b>CD4</b>                     | GK1.5      | PE              | FC         | (1/200), 1µg ml <sup>-1</sup>    | eBioscience   | 12-0041-82 |

| <b>UNCONJUGATED<br/>(<math>\alpha</math>-mouse unless specified)</b> | <b>Clone</b>       | <b>Fluorophore</b> | <b>Assay Type</b> | <b>Concentration</b>                   | <b>Company</b>         | <b>Cat. #.</b> |
|----------------------------------------------------------------------|--------------------|--------------------|-------------------|----------------------------------------|------------------------|----------------|
| <b>CD45</b>                                                          | 30-F11             | N/A                | IHC               | (1/100), 0.6 $\mu$ g ml <sup>-1</sup>  | BD Pharmingen          | 550539         |
| <b>GFP</b>                                                           | chicken polyclonal | N/A                | IF                | (1/1000), 10 $\mu$ g ml <sup>-1</sup>  | Abcam                  | ab13970        |
| <b>GFP secondary</b>                                                 | $\alpha$ -chicken  | Alexa 488          | IF                | (1/1000), 1.5 $\mu$ g ml <sup>-1</sup> | Jackson ImmunoResearch | 103-545-155    |
| <b>p16 (human)</b>                                                   | EPR 1473           | N/A                | IF                | (1/100), 10 $\mu$ g ml <sup>-1</sup>   | Abcam                  | ab108349       |
| <b>p16 (human) secondary</b>                                         | $\alpha$ -rabbit   | SA-Alexa 594       | IF                | (1/1000), 2 $\mu$ g ml <sup>-1</sup>   | Life Technologies      | S-32356        |
| <b>CD45 (human)</b>                                                  | HI30               | N/A                | IF                | (1/100), 5 $\mu$ g ml <sup>-1</sup>    | eBioscience            | 14-0459-82     |
| <b>CD45 (human) secondary</b>                                        | $\alpha$ -mouse    | Alexa 488          | IF                | (1/1000), 2 $\mu$ g ml <sup>-1</sup>   | Life Technologies      | A-11001        |
| <b>IL6</b>                                                           | goat polyclonal    | N/A                | IF                | (1/50), 2 $\mu$ g ml <sup>-1</sup>     | Santa Cruz             | sc-1265        |
| <b>IL6 secondary</b>                                                 | $\alpha$ -goat     | Alexa 594          | IF                | (1/1000), 2 $\mu$ g ml <sup>-1</sup>   | Life Technologies      | A-11058        |
| <b>CD31</b>                                                          | rabbit polyclonal  | N/A                | IF                | (1/50), 0.4 $\mu$ g ml <sup>-1</sup>   | Abcam                  | ab28364        |
| <b>CD31 secondary</b>                                                | $\alpha$ -rabbit   | Alexa 594          | IF                | (1/1000), 2 $\mu$ g ml <sup>-1</sup>   | Life Technologies      | A-21207        |
|                                                                      |                    |                    |                   |                                        |                        |                |
| <b>IL-6 (human)</b>                                                  | rabbit polyclonal  | N/A                | IF                | (1/400), not purified                  | Novus Biologicals      | NB600-1131     |
| <b>IL-6 secondary (human)</b>                                        | $\alpha$ -rabbit   | Alexa 594          | IF                | (1/500), 4 $\mu$ g ml <sup>-1</sup>    | Life Technologies      | A-21207        |
| <b>FAP<math>\alpha</math></b>                                        | rabbit polyclonal  | N/A                | IF                | (1/200), 12.5 $\mu$ g ml <sup>-1</sup> | Millipore              | ABT11          |
| <b>FAP secondary</b>                                                 | $\alpha$ -rabbit   | Alexa 594          | IF                | (1/1000), 2 $\mu$ g ml <sup>-1</sup>   | Life Technologies      | A-21207        |
| <b>p-Stat3</b>                                                       | Rabbit polyclonal  | N/A                | IF                | (1/50), 1.58 $\mu$ g ml <sup>-1</sup>  | Cell Signaling         | 9145           |

|                              |                          |           |    |                                     |                          |        |
|------------------------------|--------------------------|-----------|----|-------------------------------------|--------------------------|--------|
| <b>p-Stat3<br/>secondary</b> | $\alpha$ -<br>rabbi<br>t | Alexa 594 | IF | (1/500), 4 $\mu$ g ml <sup>-1</sup> | Life<br>Technologie<br>s | A21207 |
|------------------------------|--------------------------|-----------|----|-------------------------------------|--------------------------|--------|

**Supplementary Table 1: Antibody Information**

All antibodies used for these studies are listed with their associated fluorophore if one was used, company, concentration (dilution), assay and catalog numbers. Abbreviations are as follows: R-phycoerythrin (PE); Fluorescein (FITC); Allophycocyanin (APC); Streptavidin (SA); Immunofluorescence (IF); Flow cytometry (FC); Immunohistochemistry (IHC)

How the deposited data were processed for this re-analysis (not part of the article)

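Poly(A) RNA of 6 MSF samples was sequenced, 3 treated with 10 µM TAM for 48 h and labelled senescent and 3 treated with ethanol and labelled non-senescent. The authors mapped the reads to mm9 with TopHat, counted them on annotated genes with htseq-count and used edgeR with TMM normalization for differential expression. The signal deposited by the authors is a table of normalized counts per gene and library. It does not state the normalization, and its values are not whole numbers, so they are used here as a normalized signal and not as read counts. The comparisons, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined, and the planned tests assumed read counts. The unit of the table needed another test, so edgeR was not run here and limma was used. The paper describes counting on RefSeq genes, while the table lists Ensembl identifiers with RefSeq identifiers beside them. Of the 22162 genes, 22148 were found in the mm9 annotation, all on the same chromosome, 22106 of them protein-coding, and 15782 had the same start and end. Among the genes, 4829 were listed at 0 in all 6 libraries.

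The sums of normalized counts per library were between 14952367 and 17314953. The smallest values above 0 were 0.50, 0.89 and 0.74 normalized counts in replicates 1, 2 and 3 labelled non-senescent and 0.42, 0.82 and 0.36 in those labelled senescent, so differences of a few normalized counts are within 1 or a few reads. Read totals, and so counting errors, are known for 1 library only, and no confidence intervals were computed from the normalized values. The precision of a comparison is that of 3 libraries against 3, and the libraries may all come from cells of the same mouse.

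Libraries were grouped by the condition in their labels. The labels also give each library a replicate number from 1 to 3, and the pairing of libraries comes from these numbers alone. Neither the labels nor the paper's text state that same-numbered libraries were made together, so results are given without and with the replicate number as a block. The model was fitted in R 4.3.3 with limma 3.58.1 on log2(value + 1) with an intensity trend, over genes with at least 1 c.p.m. in at least 3 of the 6 libraries. All libraries shared 1 factor, 16.2 normalized counts for 1 c.p.m., and no further normalization was applied. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Lists of genes were tested with limma's camera with an inter-gene correlation of 0.01. This value was fixed, so camera p-values do not fully cover how the genes of a list vary together between libraries. For example, replicate 1 labelled non-senescent and replicates 1 and 3 labelled senescent were set against the rest. That split gave a camera p of 2.33e-33 for the proliferation list. Preranked GSEA was run with fgsea 1.28.0, a weight of 1 and 10000 permutations of the genes, with seed 1. The fold change behind the ranks is the log2 ratio of the group means, each raised to at least 1 c.p.m.. Genes whose mean is under the floor in both groups share 1 rank. Gene positions, exon overlaps, GC content and length were taken from the mm9 annotation and genome, and transcripts were matched to the genome with BLAST 2.17.0 at 95% identity or more over at least 100 bases. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

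The model was tested on simulated data with 200 changed genes. With independent libraries it called 100% of the changed genes, with 4.8% of its calls on unchanged genes, among 11771 genes tested. A replicate difference of SD 0.5 on the log2 scale, shared by same-numbered libraries, was then added. The model called 46% of the changed genes without the block and 100% with it. Of these calls, 0% and 2.9% fell on unchanged genes, among 11789 genes tested. These shares hold for the simulated changes and spread, which were not shown to match those of the MSF libraries. They do not give the power of the model, or the gain from the block, in the MSF libraries. There the deviations of same-numbered libraries correlated with Pearson's r of 0.24 to 0.42.

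The lists of mitogens, matrix remodelling enzymes, cytokines and chemokines, JAK-STAT genes, and genes of proliferation, cholesterol synthesis, interferon response, macrophages, keratinocytes and endothelial cells were compiled by hand with the rule for named genes. By that rule the text names the genes the paper names, with Cdkn1b first. It also names the 5 largest rises and the 5 largest falls among called genes whose groups do not overlap, and up to 3 of the largest called changes in each of the mitogen, matrix enzyme, cytokine and JAK-STAT lists. Genes of the Y chromosome were looked at in each library. Lists of hypoxia, estrogen-responsive, adventitial fibroblast, acute-phase and hepatocyte genes were added after seeing the data.

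Alternatives tried were scaling by library size only, no filter on low values, a value of at least 10 in every library, the replicate block, leaving out each library in turn, a fold change of at least 2, and other floors. For the GSEA they also included an unweighted running sum, all genes of the table, parts of the gene set, and camera. Pseudocounts of 0.1 and 10, median-ratio scaling, quantile normalization, library weights and fold changes without a floor were added after seeing the data, as were all alternatives for the lists of proliferation, cholesterol synthesis, interferon response, macrophage, keratinocyte and endothelial genes other than the replicate block. The qRT-PCR, protein, tissue and tumour experiments were not analysed here.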

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

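The list of acute-phase genes, the list of hepatocyte genes and the tests of other scalings, of depth and of shared sequence were chosen only after the rises below were seen. Among genes that the paper does not discuss, the largest rises past the threshold with no overlap between the groups were those of Alb, Kcnj2, Lcn2 and Gm10800, in addition to Igf2, which the paper names. Directions are for the libraries as labelled. Each of the 4 genes was higher in the library labelled senescent in all 3 same-numbered pairs. Their log2 fold changes were 4.22 for Alb (adjusted p = 0.0485), 4.01 for Kcnj2 (adjusted p = 0.0374), 3.96 for Lcn2 (adjusted p = 0.0427) and 3.84 for Gm10800 (adjusted p = 0.0137). With the replicate block the adjusted p-values were 0.0274, 0.0254, 0.0237 and 0.0147. Over 15 alternatives the adjusted p of Gm10800 ranged from 8.49e-04 to 0.0943. Alb, Kcnj2 and Lcn2 were tested in 11 of these, since they did not pass the filter without any one of the libraries labelled senescent or with a value of at least 10 in every library, and their adjusted p ranged from 0.0132 to 0.182, 0.00446 to 0.112 and 0.00661 to 0.112. In the libraries labelled non-senescent the means were 4.47, 5.02 and 5.65 normalized counts for Alb, Kcnj2 and Lcn2, so their fold changes rest on few reads in that group. For Gm10800 the means were 20.4 ± 3.91 (SD, n = 3) and 303 ± 28.5 (SD, n = 3).

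The technical explanations were tested one by one. Under 3 other scalings of the values the smallest log2 fold change of the 4 genes was 3.75. These scalings moved the median log2 fold change of all genes from −0.03 to at most 0.08. They could not have removed such rises, and the part of normalization is left open. After a correction for GC content or gene length the smallest was 3.99 or 3.93. Biases of the kind these corrections remove do not explain the rises. In the pair of replicate 2 the smallest log2 difference was 3.57, with smallest values above 0 of 0.89 and 0.82 normalized counts. The value of 1 read is known for replicate 2 labelled senescent only, so this pair cannot decide whether depth plays a part. The transcripts of Alb, Kcnj2 and Lcn2 matched 0% elsewhere in the genome. Of the Gm10800 transcript, 38.3% matched 4 other places, and its rise cannot be told apart from reads of those places.

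A biological reading was weighed for Alb and Lcn2. RNA from hepatocytes may be a source of Alb reads, but a list of 18 other hepatocyte genes, tested without the filter on low values, did not shift (median log2 fold change 0.27, limma camera adjusted p = 0.556). The acute-phase list was prompted by the values of Alb, Lcn2, Saa3 and Hp, which were left out of it. The 16 acute-phase genes tested had a median log2 fold change of 0.91 (limma camera adjusted p = 0.00294, and 0.00316 with the replicate block, over the 4 added lists). Without the filter, as for the hepatocyte list, 28 acute-phase genes had a median of 0.57 and an unadjusted camera p of 0.0339, and of 0.0372 with the block. An acute-phase response is a candidate explanation. However, 2 of the 4 splits of the 6 libraries that part all same-numbered pairs gave a p as small for this list, as did 2 of all 10 splits. The split that exchanges the libraries of replicate 2 gave the smaller p, 7.57e-11. The shift of the list can therefore not be told apart from differences between replicates. No biological explanation was tested for Kcnj2 and Gm10800.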

How the results depend on the processing

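All tests in this part were chosen without reference to the results they test, except pseudocounts, median-ratio scaling, quantile normalization, library weights and fold changes without a floor, the test of normalization, and all alternatives for the 6 lists for hypotheses other than the replicate block, which were chosen only after the results were seen. The edgeR exact test, RLE factors and no-floor log2 fold change, and DESeq2 size factors with the Wald test, were not run, since the values are not read counts.

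Without the replicate block 20 genes were higher and 9 lower. The counts were 12 and 5 with no filter on low values, 119 and 73 with the replicate block and 386 and 356 with library weights. Quantile normalization gave 13 higher, and a value of at least 10 in every library gave 4 lower. Across the 6 fits that each left out one library, 0 to 6 genes were higher and 0 to 9 lower, with 521 to 890 and 440 to 893 at an unadjusted p under 0.05. Library weights ranged from 0.288 to 4.06. The other alternatives stayed within 1.5 times the counts. Library size only moved the median log2 fold change of all genes from −0.03 to 0.08. At an unadjusted p under 0.05 library size only gave 1124 genes higher and 475 lower, against 828 and 730 with median-ratio scaling. The balance between higher and lower genes thus depends on the scaling. Of the calls, 69.0% were higher, and 62.0% to 73.7% under the scalings and the block. Of the 29 genes called, other scalings kept at least 69.0%, and the corrections for GC content and for gene length kept 86.2% each. Of the calls with the block these corrections kept 90.1% and 70.3%. As many calls were found in 1 of the 4 splits of the libraries that part all same-numbered pairs, the real one, both without and with the block, and in 1 of all 10 splits without it. The other 6 splits keep at least 1 same-numbered pair together. With 10 splits the share cannot be under 0.1.

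For mitogens, 1 gene was higher, against 0 with a value of at least 10 in every library (4 at an unadjusted p under 0.05), 6 with library weights and 0 to 0 with a library left out (3 to 9 unadjusted). For matrix remodelling enzymes, 0 became 3 with the block and 3 with library weights, beside 12 higher at an unadjusted p under 0.05. With a library left out 0 were higher (6 to 9 unadjusted). For cytokines and chemokines, 1 became 2 with library size only, 10 with the block, 9 with library weights and 0 to 2 with a library left out (8 to 13 unadjusted). The list shifts were as large in 1 of the 4 splits for mitogens, 2 for matrix enzymes and 1 for cytokines and chemokines, and in as many of all 10 splits. The cytokine list kept its direction and its side of the threshold under all alternatives, with a median log2 fold change from 0.20 to 0.82. It holds the genes of Fig. 1c, which the paper reports as increased from the same data, and no alternative left them out. The camera shifts of mitogens and matrix enzymes lost the threshold with library size only (adjusted p = 0.0754 and 0.108), with no filter (0.0753 and 0.0713) and with a value of at least 10 in every library (0.0598 and 0.0769). With a library left out the adjusted p reached 0.174 for both, past the threshold in 4 of 6 fits for mitogens and 2 of 6 for matrix enzymes, whose median was −0.045 to 0.18.

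Of 36 named genes tested, 11 were called, of which 9 were named only because they were called. The number was 7 with no filter, 3 with a value of at least 10 in every library, 17 with the block, 20 with library weights and 0 to 6 with a library left out (17 to 23 unadjusted). The log2 fold change of Pim1, −0.09, became 0.020 with library size only, 0.40 with library weights and −0.36 to 0.36 with a library left out. That of Pik3cb, −0.01, became 0.10 with library size only, 0.0085 with median-ratio scaling and −0.49 to 0.34 with a library left out. Csf1, at 0.19, was −0.20 with library weights and −0.44 to 0.58 with a library left out, and Pik3r5, at 0.49, −0.0067 to 0.74. The other named genes kept their direction in the fits that tested them, and Il6, Igf2, Alb, Kcnj2 and Lcn2 did not pass the filter without any one of the libraries labelled senescent. Among single genes and lists, 119 of 708 alternatives changed, 64 weaker, 17 stronger, 14 reversed and 24 moved.

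The median of the floored log2 fold changes of the genes of Fig. 1c, 2.81, was 3.54 with a floor of 0.1 c.p.m. and with no floor, 3.75 with no floor by limma, and 2.43 to 3.37 with a library left out. The floor shows the cause for Il6 and Cxcl14, whose means labelled non-senescent were 0.262 and 0.409 c.p.m.. The rank of Il6 moved by less than its spread between replicate pairs, 622, under all alternatives. The depth limits the fold changes of Il6, Igf2, Alb, Kcnj2 and Lcn2, whose means labelled non-senescent were 4.24, 8.41, 4.47, 5.02 and 5.65 normalized counts.

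The normalized enrichment score of the JAK-STAT set, 1.43 (gene permutation p = 0.0306), was 1.43 with an unweighted sum (p = 0.0928), 1.01 without the 15 genes of Supplementary Fig. 2a, which the paper chose from the same data (p = 0.447), and 1.33 without Il6 (p = 0.0699). It was 1.20 to 1.53 with a library left out, with p from 0.161 to 0.00962. For this preranked GSEA a p as small was found in 1 of the 4 splits and 1 of all 10. By limma's camera the median log2 fold change was 0.069 without and with the block, with p-values of 0.130 and 0.0879.

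Of the 6 lists for hypotheses, the interferon list kept its direction and its side of the threshold. The proliferation list, at a median of 0.01, was −0.018 with a value of at least 10 in every library, −0.12 with quantile normalization, −0.24 with library weights and −0.52 to 0.38 with a library left out, past the threshold at both ends. The cholesterol list, at 0.08, was −0.11 with library weights and −0.33 to 0.37 with a library left out, past the threshold at both ends. The macrophage list, at 0.82 and not past the threshold, passed it at 0.87 with no filter, 0.95 with a value of at least 10 in every library and 0.40 with library weights, and was 0.44 to 1.09 with a library left out, past it without replicate 2 labelled non-senescent. The keratinocyte list, at −0.02, was 0.087 with library size only, 0.28 with no filter, 0.061 with a value of at least 10 in every library and −0.17 to 0.32 with a library left out. The endothelial list, at 0.99, passed the threshold at 1.30 with a value of at least 10 in every library and was 0.80 to 1.63 with a library left out, past it without replicate 1 or 2 labelled non-senescent. Apart from the floor, the cause was not tested for any of these changes.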

Differences from the paper's values

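In this part the fold changes without a floor, the library weights and the pseudocount of 0.1 were chosen only after the values were seen. Directions are for the libraries as labelled. The paper's log2 fold change of Il6 is about 4.1 in Fig. 1c, read by eye, and the floored value here was 2.25. Of the alternatives set before the data were examined, a floor of 0.1 in place of 1 c.p.m. gave 4.18, within the paper's value, and none of the others closed the gap. Without a floor, settings chosen after seeing the values, the ratio of means gave 4.18 and limma 4.08. The paper's log2 fold change of Cxcl14 is about 3.0 in Fig. 1c, read by eye, and the floored value here was 1.87. The difference is within the SD between replicate pairs (1.35), which was not used because Cxcl14 has libraries under the floor, and the value was taken to differ because the paper's is more than 1.5 times as large. A floor of 0.1 c.p.m. gave 3.16 and leaving out replicate 3 labelled senescent gave 2.33, both within 1.5 times the paper's value, while the other alternatives set before the data were examined were not. Without a floor, chosen after seeing the values, the ratio of means gave 3.16 and limma 3.01.

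Supplementary Fig. 2a gives ranks in the gene list, and 8 of its 15 ranks differed by the rule below. It is not known which list of genes, floor or identifiers those ranks refer to. A rank was taken to differ when it was more than 1.5 times the paper's, or the reverse, and farther from it than the SD between replicate pairs. The SD was not used for Il6, the leading result, nor for Il20ra, Ifnlr1, Csf2rb, Il15 and Pik3r5, which have libraries under the floor. For Il6 the paper's rank is 0 and the rank here was 96. Because the paper's rank is 0 and the SD was not used, the factor of 1.5 accepts no rank other than 0. The rule therefore cannot tell how near the alternatives came for Il6. None gave a rank of 0, and the ranks ranged from 16 to 214, all within the SD between replicate pairs (622). For Il20ra the paper's rank is 76 and the rank here was 5664. No alternative came within 1.5 times the paper's rank, and the nearest was 240 by limma without a floor, chosen after seeing the values, which is within the SD between replicate pairs (405). For Pim1 the paper's rank is 103 and the rank here was 18518. Leaving out replicate 2 labelled non-senescent, an alternative set before the data were examined, gave 2405. This is within the spread between replicate pairs (SD 11229) but far from the paper's rank. The others set then were outside that spread. Without a floor, chosen after seeing the values, the ranks of Pim1 were 10909 and 10656, within the same spread. For Ifnlr1 the paper's rank is 297 and the rank here was 5664. The ratio of means without a floor, chosen after seeing the values, gave 251 and closed the gap, and none of the alternatives set before the data were examined did. For Csf2rb the paper's rank is 302 and the rank here was 5664. No alternative came within 1.5 times the paper's rank, and ranks ranged from 125 to 7140. The rank of 125, by the ratio of means without a floor and chosen after seeing the values, is within the SD between replicate pairs (405). For Il15 the paper's rank is 322 and the rank here was 5664, and no alternative closed the gap, with ranks from 4775 to 18189. For Clcf1 the paper's rank is 775 and the rank here was 1459. Leaving out replicate 3 labelled senescent gave 1190 and closed the gap, and the other alternatives set before the data were examined did not. For Pik3r5 the paper's rank is 897 and the rank here was 5508, which is within the SD between replicate pairs (6785). No alternative came within 1.5 times the paper's rank, with ranks from 3414 to 16011. Ranks of the other genes of the figure were within the spread between replicate pairs or within 1.5 times the paper's. Socs3, Ccnd2, Pik3cb and Osmr were beyond 1.5 times and passed by the spread alone, with SDs of 10928, 8607, 9654 and 1183. With spreads this wide the rule can hardly find a difference, so these ranks are not shown to match the paper's. That of Socs3, 93 in the paper, was 1544 here. Pik3cb, at 786 in the paper and 4012 here, did differ when ranked by the mean log2 difference of floored libraries (15635) and without replicate 2 labelled senescent (20445). By the ratio of means without a floor, chosen after seeing the values, Ccnd1, Ptpn11 and Bcl2l1 differed too (550, 2952 and 2108).

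The paper states that IL-6 was the most highly upregulated factor in the MSF gene expression analysis. Here Ccl2 had a larger log2 fold change than Il6 by the floored ratio (4.44 against 2.25), by limma (4.46 against 4.08) and by the ratio of means without a floor (4.44 against 4.18, chosen after seeing the values). By limma Il6 had the larger one without replicate 1 labelled non-senescent (4.44 against 4.31), set before the data were examined, and with a pseudocount of 0.1 (5.29 against 4.47), chosen after seeing the values. In the other alternatives with both genes Ccl2 had the larger one. In Fig. 1c, read by eye, the paper's log2 fold changes are about 4.5 for Ccl2 and about 4.1 for Il6. The paper states a GSEA p-value for the JAK-STAT pathway below a bound that no setting here reached. The p here was 0.0306 with a hand-compiled set that holds the paper's own core genes, and over the alternatives it ranged from 0.00962 to 0.447. The paper lists 15 genes in the core enrichment of the pathway, and 8 of them were in the leading edge here.

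The legend of Fig. 1c states that the cytokines and chemokines shown were past the paper's FDR threshold by edgeR. Here Ccl8 was past an adjusted p of 0.05 without the replicate block. With the block, set before the data were examined, Cxcl5, Ccl2, Ccl7, Il6 and Cxcl1 were also past it, with adjusted p-values of 0.0184, 0.00438, 0.0147, 0.0332 and 0.0420. Cxcl5 was also past it with library size only (0.0491) and without replicate 3 labelled senescent (0.0263). With library weights, chosen after seeing the values, Cxcl5, Ccl2, Ccl7, Il6 and Ccl5 were past it, at 0.0250, 0.0135, 0.0113, 0.0448 and 0.0479. Over the alternatives that tested them the adjusted p-values ranged from 0.0184 to 0.234 for Cxcl5, 0.00438 to 0.363 for Ccl2, 0.0113 to 0.386 for Ccl7, 0.0332 to 0.369 for Il6, 0.0420 to 0.560 for Cxcl1 and 0.0479 to 0.483 for Ccl5. For Ccl8 the adjusted p ranged from 0.00348 to 0.0943 over the alternatives. With a library left out, Ccl8 was past 0.05 only without replicate 3 labelled senescent (0.0105). Cxcl14 did not pass the filter on low values, and without the filter its adjusted p was 0.215, and 0.106 with the block. The paper's text states that PDGFα and MMP3 were increased. Mmp3 was past the threshold with the block (0.0237) and with library weights (0.00936), and Pdgfa with library weights alone (0.0496), both weighted calls chosen after seeing the values. The adjusted p-values ranged from 0.00936 to 0.363 for Mmp3 and from 0.0496 to 0.477 for Pdgfa.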

Other observations

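The estrogen, adventitial fibroblast and hypoxia lists, the comparison of same-numbered libraries, the test of exchanged labels in all 3 pairs and all alternatives for the 6 lists of hypotheses other than the replicate block were chosen only after the results that prompted them were seen. Directions are for the libraries as labelled.

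Cdkn1b had a log2 fold change of −0.32. TAM activates p27Kip1 as a transgene at the ROSA26 locus, and the table lists Cdkn1b at its own locus. The paper's text does not say whether reads of the transgene were counted on Cdkn1b, so whether this row should rise is not known. Exchanged labels within a replicate pair could lower it, and the log2 differences of that pair would then run against those of the other pairs. Across genes, the log2 differences of each pair correlated with the mean of the other pairs with Pearson's r of 0.57, 0.42 and 0.68, and the smallest, 0.420, is positive, so exchanged labels in 1 pair do not explain it. Exchanged labels in all 3 pairs do not explain it either, since each gene of Fig. 1c was higher in the library labelled senescent in 3 of 3 pairs, the direction the paper reports for cytokines of that figure by qRT-PCR and for IL-6 by ELISA.

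The deviations of same-numbered libraries from their group means had a mean correlation of 0.317. Of the 6 ways to match the libraries, 1 gave a mean as high, the one by number, and the next gave 0.0644. A shared culture or preparation for each replicate number may explain it, but the labels and the paper's text do not say how the libraries were prepared, and the pattern cannot be told apart from other causes shared by number.

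Both replicates 2 stood apart from the other libraries of their groups. In replicate 2 labelled non-senescent, a list of 30 hypoxia genes had a median deviation of 2.57 on the log2 scale from the other libraries of its group, at percentile 100 of 10000 random lists matched on mean expression. Spearman's rho of the deviation across genes was 0.0631 with GC content and −0.0525 with gene length. A hypoxia response in that culture is a candidate explanation, in 1 library. By the paper's methods MSFs were kept at low oxygen in an incubation chamber upon treatment, and no difference between the cultures is described. In replicate 2 labelled senescent the median deviation was 0.53, at percentile 99.99, with rho of −0.00683 for GC content and −0.149 for length. The percentile describes these libraries and not the conditions. Vegfa was among the genes whose values had prompted the hypoxia list and that were left out of it. It had 2256, 13732 and 2049 normalized counts in replicates 1, 2 and 3 labelled non-senescent and 2249, 2609 and 1717 in those labelled senescent.

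All 3 libraries labelled senescent had more genes above 0 (15634 to 15710) than those labelled non-senescent (14811 to 14918). Read totals are known for 1 library only. Counting only genes with a value of at least 10, as a test of a difference in depth, the fewest genes in a library labelled senescent (12302) were 121 more than the most in one labelled non-senescent (12181). At 1 c.p.m. the groups parted by less, with 11812 to 11868 genes against 11501 to 11810.

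Of the 6 lists of hypotheses, proliferation genes, a test of growth arrest, did not shift with all 6 libraries (40 genes, median log2 fold change 0.01, adjusted p = 0.938). Single libraries decided this result. The median was −0.52 without replicate 2 labelled senescent (adjusted p = 0.00480) and −0.41 without replicate 1 labelled non-senescent (adjusted p = 0.0311), but 0.38 without replicate 2 labelled non-senescent (adjusted p = 0.0282). Over all alternatives the adjusted p ranged from 0.00480 to 0.978, and growth arrest is neither shown nor excluded. As small a camera p for this list was found in 4 of the 4 splits that part all same-numbered pairs, and in 10 of all 10. Cholesterol synthesis genes, a test of a direct effect of TAM on sterol genes, did not shift with all 6 libraries either (24 genes, median 0.08, adjusted p = 0.379), with as small a p in 4 of the 4 splits and in 10 of 10. This list too passed the threshold in both directions, at −0.33 without replicate 2 labelled senescent (adjusted p = 0.0106) and at 0.37 without replicate 1 labelled senescent (adjusted p = 0.0192), with adjusted p-values from 0.0106 to 0.969 over all alternatives. Interferon response genes shifted up (27 genes, median 0.38, adjusted p = 2.99e-05, and 2.33e-04 with the replicate block). Under other scalings the adjusted p was at most 2.87e-04, and after corrections for GC content and gene length the unadjusted p rose from 4.99e-06 to 1.09e-05 and 1.06e-05. Over all alternatives the adjusted p ranged from 9.11e-09 to 0.0238. An interferon response is consistent with this shift, but 2 of the 4 splits gave as small a p, as did 3 of all 10. The smallest, 6.28e-11, came from the split that exchanges the libraries of replicate 2, so the shift cannot be told apart from differences between replicates.

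RNA from other skin cells could add reads of their marker genes. Macrophage genes (5 genes, median 0.82) had an adjusted p of 0.103, keratinocyte genes (3 genes, median −0.02) of 0.379 and endothelial genes (5 genes, median 0.99) of 0.379. With no filter on low values the macrophage list was past the threshold (14 genes, median 0.87, adjusted p = 0.0136), and the keratinocyte (16 genes, adjusted p = 0.110) and endothelial (13 genes, adjusted p = 0.530) lists were not. The macrophage list also passed without replicate 2 labelled non-senescent (adjusted p = 0.0130), with a value of at least 10 in every library (0.0167) and with library weights (0.0241). The endothelial list passed without replicate 1 (adjusted p = 0.0360) or 2 (0.00487) labelled non-senescent and with a value of at least 10 in every library (0.0130). RNA from these cells is neither shown nor excluded. As small a p was found in 1 of the 4 splits for each of these lists, and in 1, 3 and 5 of all 10. Of the Lyz2 transcript, a macrophage marker, 77.7% matched 2 other places of the genome.

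The 5 largest falls past the threshold with no overlap between the groups were those of Dscam (log2 fold change −8.23), Ngfr (−6.48), Col15a1 (−6.08), Zfp385b (−3.15, with 12.7% of its transcript matched at 1 other place) and Itm2a (−2.81), with adjusted p-values of 0.0175, 0.0365, 0.0175, 0.0403 and 0.0461. With the replicate block their adjusted p-values were 0.0237, 0.00438, 0.0147, 0.0237 and 0.0345. Each was lower in the library labelled senescent in 3 of 3 pairs. Cd34, chosen after its values were seen, had a log2 fold change of −5.19 (adjusted p = 0.0594, and 0.0180 with the block). The values of Col15a1, Cd34, Clec3b, Pi16, Scara5, Col14a1 and Ogn had prompted a list of other adventitial fibroblast genes. The 14 genes of that list that were tested fell (median −0.63, limma camera adjusted p = 0.00916, and 0.00440 with the block, over the 4 added lists). The list was thus prompted by the same libraries that tested it. A change in the kinds of fibroblast in culture may underlie these falls, but 2 of the 4 splits, and 3 of all 10, gave as small a p. Greb1, also chosen after its values were seen, fell (log2 fold change −3.34, adjusted p = 0.0915, and 0.0370 with the block). Estrogen-responsive genes could change under TAM, an estrogen receptor ligand, but the other 15 genes of that list did not shift (median −0.38, limma camera adjusted p = 0.556), and 2 of the 4 splits and 4 of all 10 gave as small a p.

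The paper reports other measures of several genes in other assays, and their RNA in these libraries was as follows. Cdkn2a had a log2 fold change of −0.71 (adjusted p = 0.485), Stat3 of 0.33 (adjusted p = 0.687), Fap of −1.15 (adjusted p = 0.258, and 0.113 with the block) and Glb1 of 0.45 (adjusted p = 0.429). Tgfb1 had 0.39 (adjusted p = 0.737) and Csf1 0.19 (adjusted p = 0.921). Fap was lower in the library labelled senescent in each same-numbered pair. With library weights, chosen after seeing the values, the log2 fold change of Fap was −0.96 (adjusted p = 0.0385). Arg1, Nos2, Csf2, Il1a and Il1b did not pass the filter on low values, and Il10 was listed at 0 in all 6 libraries. Cdkn1a, which was chosen after its values were seen, had a log2 fold change of 1.15 (adjusted p = 0.254). The Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Zfy1 were listed at 0 in all 6 libraries, and Uty had 1.67 normalized counts in replicate 1 labelled senescent and 0 in the other 5.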
